# The Host Peritoneal Cavity Harbors Prominent Memory Th2 and Early Recall Responses to an Intestinal Nematode

**DOI:** 10.3389/fimmu.2022.842870

**Published:** 2022-03-28

**Authors:** Ivet A. Yordanova, Karsten Jürchott, Svenja Steinfelder, Katrin Vogt, Ulrike Krüger, Anja A. Kühl, Birgit Sawitzki, Susanne Hartmann

**Keywords:** memory Th2 cell, intestinal nematode, peritoneal cavity, dendritic cells, eosinophils, Ox40, recall response

## Abstract

Intestinal parasitic nematodes affect a quarter of the world’s population, typically eliciting prominent effector Th2-driven host immune responses. As not all infected hosts develop protection against reinfection, our current understanding of nematode-induced memory Th2 responses remains limited. Here, we investigated the activation of memory Th2 cells and the mechanisms driving early recall responses to the enteric nematode *Heligmosomoides polygyrus* in mice. We show that nematode-cured mice harbor memory Th2 cells in lymphoid and non-lymphoid organs with distinct transcriptional profiles, expressing recirculation markers like CCR7 and CD62-L in the mesenteric lymph nodes (mLN), and costimulatory markers like Ox40, as well as tissue homing and activation markers like CCR2, CD69 and CD40L in the gut and peritoneal cavity (PEC). While memory Th2 cells persist systemically in both lymphoid and non-lymphoid tissues following cure of infection, peritoneal memory Th2 cells in particular displayed an initial prominent expansion and strong parasite-specific Th2 responses during early recall responses to a challenge nematode infection. This effect was paralleled by a significant influx of dendritic cells (DC) and eosinophils, both also appearing exclusively in the peritoneal cavity of reinfected mice. In addition, we show that within the peritoneal membrane lined by peritoneal mesothelial cells (PeM), the gene expression levels of cell adhesion markers VCAM-1 and ICAM-1 decrease significantly in response to a secondary infection. Overall, our findings indicate that the host peritoneal cavity in particular harbors prominent memory Th2 cells and appears to respond directly to *H. polygyrus* by an early recall response *via* differential regulation of cell adhesion markers, marking the peritoneal cavity an important site for host immune responses to an enteric pathogen.

**Graphical Abstract:**
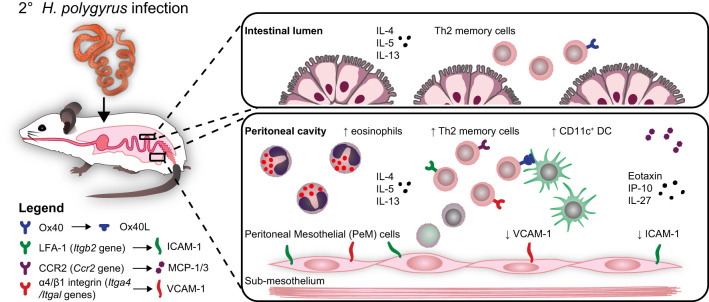
Freie Universität Berlin owns the copyright to the graphical abstract.

## Introduction

Following antigen exposure during a primary infection, the host immune system typically initiates molecular and cellular processes of immunological memory, reliant on functional long-lived CD4^+^ or CD8^+^ memory T cells (1, 2). These memory T cells normally seed lymphoid and non-lymphoid tissues as either tissue-resident memory (T_RM_), recirculating effector memory (T_EM_) or central memory T cells (T_CM_). While T_CM_ cells with a typical CD4^+^CD44^+^CD62-L^+^ phenotype primarily recirculate between blood and secondary lymphoid organs, CD4^+^CD44^+^CD62-L^-^ T_EM_ migrate between blood and non-lymphoid tissues. In contrast, CD4^+^CD44^+^CD62-L^-^ T_RM_ express various tissue homing and retention markers like CD49d, CD69 or CD103 and take up residence in mucosal barrier tissues (3, 4). Upon pathogen re-exposure, T_RM_ cells are thus able to coordinate a faster, localized recall immune response to re-infection.

Humans typically develop only limited protective immunity against re-infection with parasitic nematodes, evidenced by commonly occurring re-infections in endemic areas (5, 6). Nevertheless, some evidence exists of the development of effective, albeit partial protective immunity against nematodes with age (7, 8). In both humans and animals, the signature effector responses to a primary nematode infection rely on Gata3^+^ effector Th2 cells, IgE and IgG antibody production, alternatively-activated macrophages (AAM) and suppressive Foxp3^+^ regulatory T cells (Treg) (9–12). We have shown that mice infected with the strictly intestinal nematode *Heligmosomoides polygyrus* harbor prominent tissue-resident memory Th2 cells in various locations, including the small intestinal lamina propria (siLP) and the peritoneal cavity (PEC) 8 weeks post-cure of infection (4). These cells secrete high levels of IL-4, IL-5 and IL-13 cytokines upon *in vitro* restimulation, while upon adoptive transfer they reduce female worm fecundity, indicative of a protective role (4). Functional memory Th2 cells also accumulate in the lung following infection with the tissue-migratory nematode *Nippostrongylus brasiliensis* in mice, conferring protection to re-infection in an IL-4- and eosinophil-dependent manner (13, 14). *H. polygyrus*-induced activated T cells in the lung are also associated with cross-protection to a *N. brasiliensis* challenge infection (15), highlighting the systemic distribution and cross-protective potential of memory T cells against unrelated nematodes (16).

In light of our previous findings on the presence of highly functional peritoneal memory Th2 cells in *H. polygyrus*-cured mice, the local mechanisms driving immune cell recruitment and activation in the peritoneal cavity during an otherwise strictly intestinal infection remain unclear. Thus, here we focused on characterizing the transcriptional profiles of nematode-induced peritoneal memory Th2 cells, their activation during early recall responses to *H. polygyrus* and local mechanisms in the peritoneal compartment potentially influencing immune cell recruitment and activation following cure and reinfection.

## Results

### Nematode-Cured Mice Harbor Long-Lived, Phenotypically Distinct CD4^+^ T Cells in Lymphoid and Non-Lymphoid Organs

Building on our previous work, here we assessed the persistence of memory Th2 cells in lymphoid and non-lymphoid organs up to 3 months (12 weeks) following the cure of a primary nematode infection (**Figure 1A**). We could show that *H. polygyrus*-cured mice harbor overall stable frequencies (**Figures 1B**, **S1A**) and absolute numbers (data not shown) of memory Th2 cells up to 3 months post-cure in the PEC and siLP at 8 and 12 weeks post-cure, and a trend for mildly elevated frequencies of memory Th2 cells in the mLN and lungs of mice by 12 weeks post-cure, possibly as a contribution of recirculating populations of memory Th2 cells at these tissue sites.

**Figure 1:**
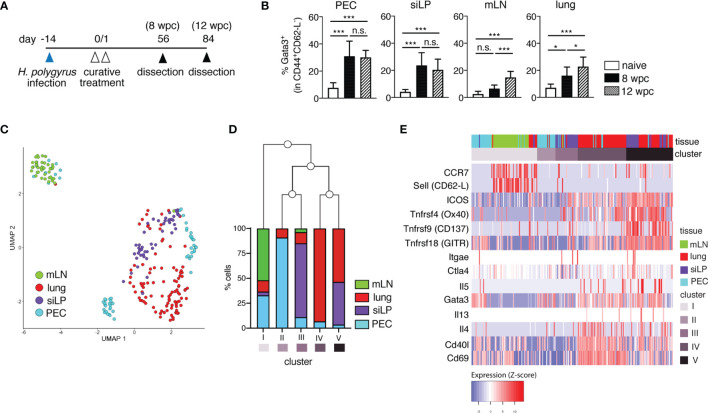
Memory T cells persist long-term and display distinct transcriptional profiles in lymphoid versus non-lymphoid tissues following primary nematode infection. **(A)** Experimental set-up. Mice were infected *via* oral inoculation with 225 infective L3 *H. polygyrus* larvae and were cured of infection 14 days later *via* oral administration of 2 mg/mouse pyrantel pamoate anthelminthic on two consecutive days. The mice were then allowed to rest and were sacrificed 8- and 12-weeks post-cure. **(B)** Frequencies of memory Th2 cells in peritoneal cavity (PEC), small intestinal lamina propria (siLP), mesenteric lymph nodes (mLN) and lung of naïve and cured mice. **(C)** UMAP of single-cell RNA-seq data of sorted CD4^+^ T cells from PEC, siLP, mLN and lungs of mice sacrificed at 8 weeks post-cure. **(D)** Bar graph illustrating the five different clusters defined by hierarchical clustering of hyper-variable expressed genes in the single cell transcriptomes and the frequencies of cells from each tissue contributing to each cluster. **(E)** Heatmap representation of selected marker genes. The order of the columns derived from the hierarchical clustering of the hyper-variable expressed genes and the order of the rows was predefined by the authors. Different colours correspond to the scaled expression (Z-score) of each gene in each cell. The data in **(B)** are pooled from two independent experiments with n = 3-5 mice per group. Statistical analysis in **(B)** was done using one-way ANOVA combined with Tukey’s multiple comparison test. * p < 0.05, *** p < 0.001, n.s., not significant. For sorting of CD4^+^ T cells for RNA-seq analysis, two mice were infected and cured as described in **(A)**. 8 weeks post-cure the mice were killed for single cell sorting.

To characterize the transcriptional profiles of nematode-induced memory T cells, next we performed single cell transcriptomics on sorted CD4^+^CD45.2^-^ T cells from two *H. polygyrus*-cured mice at 8 weeks post-cure (**Figures 1C–E** and **S1B**, **S2**; **Tables S1** **–** **3**). 

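For this experiment, 2 mice were infected with 225 L3 larvae, treated with 2 mg of pyrantel and killed 8 weeks after cure. Sorted cells were captured on the Fluidigm C1 system, which is designed to isolate a cell per capture site, and full-length cDNA libraries were made from each cell. The libraries carry no molecular identifiers. The paper states that 384 libraries were sequenced. The authors deposited a table of raw counts, made as their methods state by adding all counts mapped to the region of a gene, and a table of normalized log2 values for the cells they kept. The table of counts holds 68 cells from PEC, 83 from siLP, 49 from mLN, and 52 and 58 from the 2 captures of lung. Each cell is labelled with its tissue and with a capture label, but no label names the mouse. PEC and mLN have 1 capture label each (PEC CD2 and mLN CD1), lung has 2 (lung CD1 and lung CD2) and siLP has 3 (siLP CD1_2, siLP CD2_2 and siLP2). The labels do not say what CD1 and CD2 stand for. Each tissue was therefore treated as 1 sample, cells were not treated as replicates, and no p-value was computed. For PEC and mLN, tissue and capture cannot be separated, and every comparison of PEC with mLN is also one of CD2 with CD1.
Quality control was repeated with the function the paper names, quickPerCellQC, and it kept exactly the cells the authors kept. It removed 68 cells, of which 65 had a high share of mitochondrial counts, 31 a small library and 29 few detected genes. Kept were 55 of the PEC cells (80.9%, 95% Clopper-Pearson interval 69.5 to 89.4), 47 of the siLP cells (56.6%, 45.3 to 67.5), 42 of the mLN cells (85.7%, 72.8 to 94.1) and 98 of the lung cells (89.1%, 81.7 to 94.2). Of the siLP cells, 19 carried the label siLP CD1_2, 6 the label siLP CD2_2 and 22 the label siLP2. The lung cells were 51 of lung CD1 and 47 of lung CD2. Kept cells had between 326629 and 7625022 counts. The median was 1596528 in PEC, 1419666 in siLP, 980639 in mLN and 1199236 in lung. The median number of genes detected per cell was 3815 in PEC, 3900 in siLP, 4018 in mLN and 3859 in lung.
Expression in a tissue is given as CPM, the raw counts summed over its kept cells and scaled to a common total. The sums came to 79142789 in PEC, 65493597 in siLP, 46163246 in mLN and 130856349 in lung. The sums of 3 counts, used as the limit for a gene without counts, correspond to 0.0379 CPM in PEC, 0.0458 in siLP, 0.0650 in mLN and 0.0229 in lung. Differences are log2 ratios of these CPM. Each was set against the spread between captures. It is the standard deviation of a gene's log2 CPM between capture labels of a tissue, pooled over lung and siLP (3 degrees of freedom). As a spread of single labels in lung and siLP, it is not the error of a ratio between tissues. Intervals and limits cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Shares of cells with a count are given after thinning every cell to 680000 counts, which left out 12 cells with fewer, and also for all kept cells. In the deposited counts, reads inside a gene's region counted for it whatever their strand. In 364 of 372 pairs in which a gene lies inside an intron of a gene on the same strand (97.8%), the outer gene had at least the count of the inner gene in every kept cell. This was also the case in 350 of 356 pairs on opposite strands (98.3%). When each inner gene was set against the outer gene of another pair as a control, it was the case in 4.04% and 5.05%. Of the genes placed in the annotation, 44.0% overlap another gene, and 55.5% of all counts lie on such genes.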

CD4^+^ T cells sorted from PEC, siLP, mLN and lung at a purity of > 90% and displayed distinct clustering primarily based on their tissue origin (**Figures 1C, D** and **S1B**). 

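The deposited log2 values of the kept cells were clustered as the methods describe, with 413 genes whose biological variance exceeded 4 and Ward's method on Euclidean distances. The tree was divided into 5 clusters by a fixed number of branches, because the tool that the authors used to divide it was not available. The clusters, numbered here by size, do not carry the authors' numbers I to V. Cluster 1 held 62 cells, of which 41 came from mLN (66.1%), 11 from lung, 8 from PEC and 2 from siLP. Cluster 2 held 57 cells, of which 54 came from lung (94.7%). Cluster 3 held 56 cells, 31 from lung (55.4%) and 25 from siLP. Cluster 5 held 22 cells, of which 21 came from PEC (95.5%). The adjusted Rand index between cluster and tissue, which is 1 for identical groupings and near 0 for unrelated ones, was 0.364. Of all kept cells, 70.2% lay in a cluster in which their own tissue was the most frequent. The setting that moved the index most was average linkage on 1 minus the Spearman correlation, which gave 0.252.
Within lung, the adjusted Rand index of cluster and capture label was 0.0122. Cluster 1 was an exception, with 10 of the 51 cells of lung CD1 and 1 of the 47 cells of lung CD2. Within siLP the index was 0.343, and 0.0254 under average linkage, and with Ward's method the capture labels differed in the clusters they fell into. Of the cells of siLP2, 17 of 22 lay in cluster 3, as did 5 of the 6 cells of siLP CD2_2 and 3 of the 19 cells of siLP CD1_2. Thinning all cells to equal depth gave an index with tissue of 0.368 and an index of 0.729 with the clusters of the cells at full depth.

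**Figure D1:**
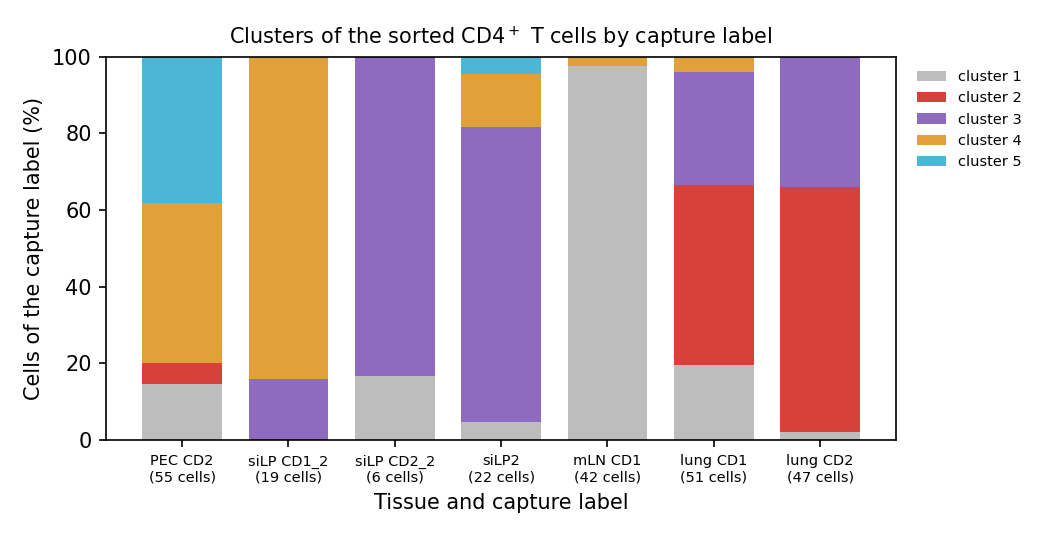
Cells of each capture label in the 5 clusters of sorted CD4+ T cells, in percent of the kept cells of the label. Of the mLN cells, 41 of 42 lay in cluster 1, and the labels of siLP were divided between cluster 3 and cluster 4.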

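In the tree of the 5 clusters, the first split did not separate the cluster with most of the mLN cells from all others. Cluster 1 shared a branch with cluster 4, which held mainly PEC and siLP cells, while clusters 2, 3 and 5 formed the other branch. The branch of clusters 1 and 4 contained all 42 mLN cells together with 31 PEC, 21 siLP and 13 lung cells. The other branch contained 85 lung, 26 siLP and 24 PEC cells. At the next split, cluster 1 parted from cluster 4. The lung-rich clusters 2 and 3 remained on the same branch through both splits, as did the PEC-rich cluster 5.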

Expectedly, mLN-sorted cells (cluster I) clustered more distinctly from CD4^+^ T cells sorted from non-lymphoid organs (cluster II-V), while clusters comprising high proportions of cells sorted from the same organ (e.g. clusters IV and V) related more closely to each other. Interestingly, for clusters II and III comprising predominantly PEC and siLP-sorted cells, respectively, we observed a shared transcriptional profile of peritoneal-resident and gut-resident CD4^+^ T cells (**Figure 1D**). 

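Cluster 4 held 45 cells, of which 23 came from PEC (51.1%) and 19 from siLP (42.2%), with 2 lung cells and 1 mLN cell. Of its siLP cells, 16 carried the label siLP CD1_2 and 3 the label siLP2, so that the siLP part of the cluster came mostly from a single capture. Its cells had the lowest median depth of the 5 clusters, with 960626 counts and 3059 detected genes. When the tree was divided into 6 clusters, cluster 4 split by tissue into a group of 23 cells, of which 22 came from PEC, and a group of 22 cells, of which 19 came from siLP.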

We also found upregulated expression of several genes like *Ccr7* (CCR7) and *Sell* (CD62-L) in mLN cells, markers typically associated with recirculating T_CM_ cells (**Figure 1E**; **Table S1**). In contrast, Th2-associated genes like *Gata3, Il4, Il5, Il13*, costimulatory markers *Icos*, *Tnfrsf4* (Ox40), *Tnfrsf9* (CD137) and *Tnfrsf18* (GITR), as well as genes like *Cd69* and *CD40l* encoding tissue-homing and activation markers were differentially expressed in PEC, siLP and lung, consistent with the expected tissue-resident phenotype of memory cells in these tissues (**Figure 1E** and **Table S1**).

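*Ccr7* (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077 of mm10 in GENCODE vM21, minus strand) had 652.0 CPM in mLN (95% Poisson interval 644.7 to 659.4), 343.4 in siLP, 144.1 in lung and 126.6 in PEC. The log2 ratio of mLN was 2.36 against PEC, 2.18 against lung and 0.93 against siLP, with a spread between captures of 0.67. The 0.93 is above the spread but below the 0.968 that unchanged genes reached in a simulation of PEC against lung. In siLP CD2_2, 1 of the 6 cells held all counts of *Ccr7*, at 616.9 CPM over the label, and against this label the log2 ratio of mLN was 0.08. Without lung CD2, the log2 ratio over lung was 2.83. The difference of the mean deposited log2 values, in which each cell counts equally, moved *Ccr7* most and gave 4.92 for mLN over siLP.
The counts came from more cells in mLN than elsewhere. After thinning, *Ccr7* was detected in 67.5% of mLN cells, 27.2% of lung cells, 15.9% of siLP cells and 5.56% of PEC cells. Without thinning, the shares were 66.7%, 26.5%, 14.9% and 5.45%. The PEC value rests on 3 cells.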

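The 10 genes were compared between mLN and each of the other 3 tissues. Of the 30 log2 ratios, 28 were above 0, with 10 of 10 in siLP, 10 of 10 in lung and 8 of 10 in PEC. *Gata3* (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034 of mm10, minus strand) had 547.6 CPM in PEC (95% Poisson interval 542.4 to 552.7), 402.6 in siLP, 363.0 in lung and 8.79 in mLN (7.96 to 9.69). Its log2 ratios over mLN were 5.96, 5.52 and 5.37 in that order, with a spread between captures of 0.76. After thinning it was detected in 72.2% of PEC cells, 63.6% of siLP cells, 79.3% of lung cells and 10.0% of mLN cells, and without thinning in 74.5%, 65.96%, 85.7% and 11.9%. No count of *Il4*, *Il5* or *Il13* was present in mLN, so that ratios over mLN are lower bounds against the limit of 3 counts over the group. On the log2 scale, the bounds of *Il4* were 8.96 in PEC, 10.61 in siLP and 11.02 in lung, and those of *Il5* 7.90, 12.75 and 12.71. These bounds cover the counting of reads, not the number of cells sampled. In PEC, 10.9% of cells had a count of *Il4* (Clopper-Pearson interval 4.11 to 22.2) and 3.64% of *Il5* (0.443 to 12.5). The 0 of 42 mLN cells allow a share of up to 8.41%. A difference of either gene between PEC and mLN is therefore left open.
*Il4* had 32.3 CPM in PEC from 6 cells, 101.8 in siLP from 9 cells and 135.3 in lung from 45 cells. Between PEC and siLP the log2 ratio of *Il4* was -1.66, and it was 0.58 without siLP2, where *Il4* had 175.1 CPM. The lower bound of *Il4* over mLN was 8.37 in siLP without siLP2 and 10.43 in lung without lung CD1. *Il5* had 15.5 CPM in PEC from 2 cells, 448.4 in siLP from 9 cells and 435.3 in lung from 16 cells. The siLP value rested on 2 of the 6 cells of siLP CD2_2, a label with 2887 CPM against 147.8 in siLP2 and 0.131 in siLP CD1_2, and without this label the lower bound of *Il5* in siLP over mLN was 10.41. In lung it was 11.52 without lung CD2. *Il13* had 15 counts in 1 PEC cell, 26 counts in 3 siLP cells and 789 counts in 5 lung cells, against none in mLN. Its log2 ratio of PEC over mLN was at least 1.54, and whether it exceeds the spread of 1.61 is open. The region of *Il5* overlaps that of *Gm12214*, and reads in the shared part count for both.
Of the costimulatory genes, *Icos* and *Tnfrsf18* were higher than in mLN in PEC, siLP and lung, with log2 ratios from 1.25 for *Icos* in PEC to 4.90 for *Tnfrsf18* in siLP. *Cd40lg* was also higher, by 0.83 in PEC, 1.06 in siLP and 2.72 in lung, with a spread of 0.36. The 0.83 in PEC is below the 0.968 that unchanged genes reached in a simulation of PEC against lung. A difference of *Cd40lg* between PEC and mLN is therefore left open. *Tnfrsf9* had 1048.8 CPM in siLP, 288.6 in lung, 61.5 in mLN and 35.5 in PEC, so that the log2 ratio of PEC over mLN was -0.79 (spread 0.63), from 3 PEC cells and 5 mLN cells with a count. It ranged from -1.36 to -0.22 over the alternative settings. *Cd69* had 4799.8 CPM in lung, 973.6 in siLP, 888.5 in mLN and 566.0 in PEC. Its log2 ratio over mLN was 2.43 in lung, 0.13 in siLP and -0.65 in PEC, and the latter 2 were within the spread of 0.73. The ratio for siLP was -0.11 without siLP CD2_2. The lung was digested for 1 h before sorting, and 16 of 18 early response genes in lung CD1 and 15 of 18 in lung CD2 were also higher than in PEC. From the expression of these genes in PEC, siLP and lung, together with that of *Ccr7* in mLN, the paper concludes that cured mice harbor central memory-type cells in lymph nodes and cells of a tissue-resident, antigen-experienced Th2 phenotype elsewhere.

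**Figure D2:**
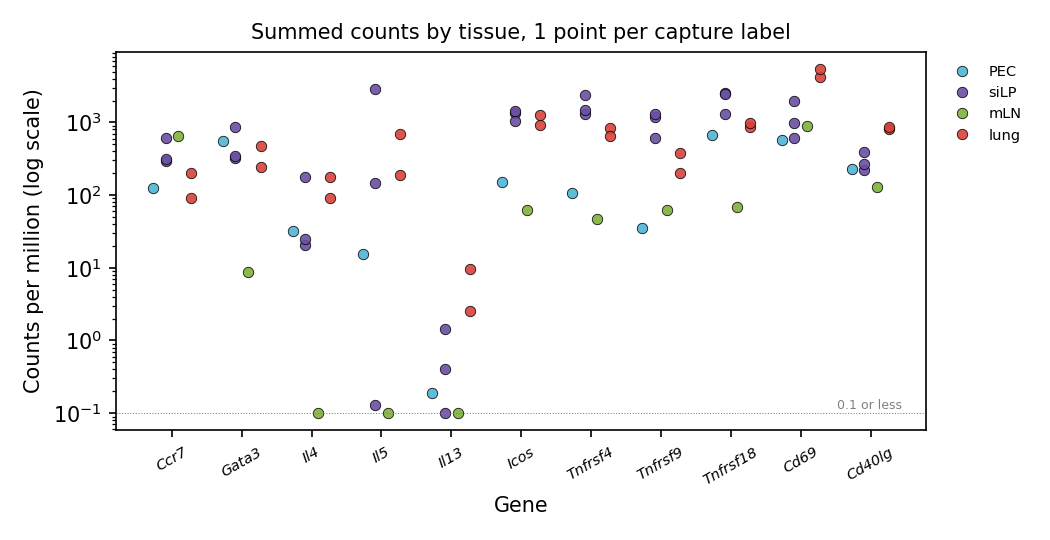
CPM of *Ccr7* and the 10 genes of the comparison with mLN in each capture label of PEC, siLP, mLN and lung, on a log axis. Each point is a capture label, and values of 0.1 or less are drawn at 0.1, as for *Il4*, *Il5* and *Il13* in mLN.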

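*Itgae* and *Ctla4* are shown in Fig. 1E as well. *Itgae* (CD103) had 63.9 CPM in siLP from 6 cells, 0.222 in lung from 1 cell and no count in PEC or mLN, which allows up to 0.0379 and 0.0650 CPM. *Ctla4* had a count in 55 of 55 PEC cells, 46 of 47 siLP cells, 41 of 42 mLN cells and 97 of 98 lung cells. A pseudogene, *Rpl18-ps1*, lies inside the region of *Ctla4* and carries 12441 of the 103239 counts of *Ctla4*. In every cell with a count of *Rpl18-ps1*, *Ctla4* had at least that count. After subtracting the counts of the pseudogene, a comparison chosen after seeing the data, a count of *Ctla4* was left in 2 PEC cells (3.64%, 95% Clopper-Pearson interval 0.443 to 12.5), 19 siLP cells (40.4%, 26.4 to 55.7), 19 mLN cells (45.2%, 29.8 to 61.3) and 29 lung cells (29.6%, 20.8 to 39.7). The CPM of *Ctla4* changed from 71.6 to 27.3 in PEC, from 685.0 to 655.3 in siLP, from 139.2 to 89.0 in mLN and from 353.7 to 318.0 in lung.

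**Figure D3:**
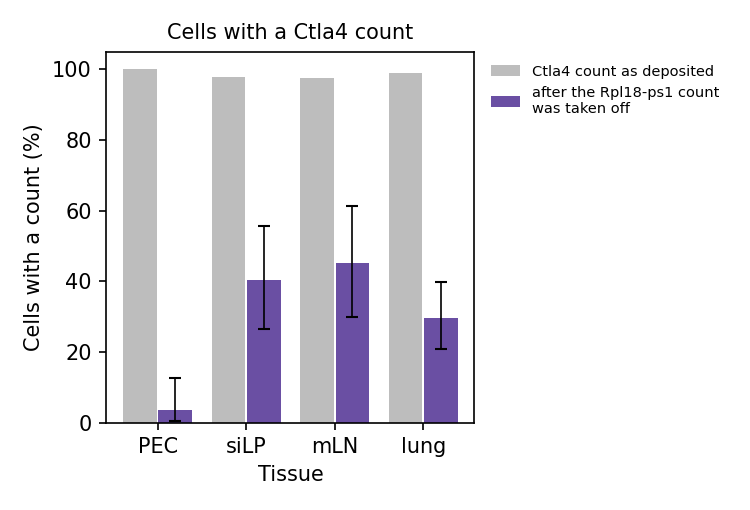
Percent of kept cells with a count of *Ctla4* in each tissue, before and after the counts of *Rpl18-ps1* are subtracted, with 95% Clopper-Pearson intervals. After subtraction the share is lowest in PEC, where 2 of 55 cells keep a count.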

To better evaluate the heterogeneous transcriptional profile of peritoneal T cells in nematode-cured mice, we further analyzed the three smaller sub-clusters of peritoneal sorted CD4^+^ T cells (**Figures 1C–E**, **S1B**, **S2**). 

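The 55 kept PEC cells were clustered by themselves with the same genes and divided into 3 sub-clusters, numbered here by size, which cannot be matched to the authors' PEC1 to PEC3 because the deposited files do not assign cells to them. The first sub-cluster held 24 cells, of which 23 lay in cluster 4 of all tissues. The second held 23 cells, 21 of them in cluster 5, and the third held 8 cells, all in cluster 1. The first had a median of 893954 counts per cell, the second 1708612 and the third 1773300, so that the first differed from the others in depth. With the 500 genes of highest biological variance within PEC, the groups had 24, 24 and 7 cells, with an adjusted Rand index of 0.957 to the former. Dividing the tree into 2 gave groups of 31 and 24 cells, in which the 8 cells of the third were no longer apart. Genes that entered the clustering, such as *Gata3*, *Ccr7* and *Ccr2*, cannot serve as independent measures of these groups. Among genes that did not enter it, *Tcf7* had 139.3 CPM in the first sub-cluster, 283.7 in the second and 843.1 in the third, and *Lef1* had 215.7, 115.9 and 608.4. *Itgb2* had 233.6, 261.8 and 2.71 CPM.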

Here, marker genes of cluster 1 (PEC1) showed prominent over-representation in gene ontology (GO) terms like *cell migration*, *cell-cell adhesion*, *interleukin-4 secretion* and *CD4-positive alpha-beta T cell differentiation*, but no *cellular response to interleukin-7*, in line with the expected transcriptional profile of quiescent memory T cells. In contrast, over-representation of genes in cluster 3 (PEC3) can be found in GO terms like *positive regulation of T cell mediated cytotoxicity*, *positive regulation of T-cell tolerance induction* and *regulation of T-cell anergy*, rather indicative of a cluster of peritoneal regulatory T cells (Treg) (**Figure S2**). Thus, a diverse pool of memory Th2 cells could be identified in the peritoneal cavity 8 weeks after cure of infection.

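The over-representation analysis itself could not be repeated, so genes of regulatory and cytotoxic T cells were examined directly. *Foxp3* (ENSMUSG00000039521, chromosome X from 7573644 to 7595245 of mm10, plus strand) had 390 counts in 1 PEC cell, which lay in the third sub-cluster, and none in the other PEC cells. After thinning it was detected in 1.85% of PEC cells (95% Clopper-Pearson interval 0.0469 to 9.89), 13.6% of siLP cells, 12.5% of mLN cells and 4.35% of lung cells, and without thinning in 1.82%, 14.9%, 11.9% and 4.08%. Its region overlaps 4 other genes with counts. *Ikzf2* was found in 8 PEC cells, 5 of them in the first sub-cluster, with 203.97 CPM there, 0.0246 in the second and 96.4 in the third. *Il2ra* had 136.5 CPM in the first, 107.3 in the second and no count in the third. Of the cytotoxic genes, *Gzma*, *Gzmb* and *Prf1* had no count in any PEC cell, and *Nkg7*, which entered the clustering, had counts in 15.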

Overall, our RNAseq analysis in *H. polygyrus*-cured mice revealed that, at 8 weeks following cure of a primary nematode infection, mice harbor both a circulating pool of central memory-type CD4^+^ cells in secondary lymph organs like the mLN, and CD4^+^ T cells with a tissue-resident, antigen-experienced Th2 phenotype. Moreover, distinct sub-clustering of PEC cells further highlights the presence of both memory Th2 and Treg-like populations, highlighting the accumulation of diverse CD4^+^ populations in the peritoneal cavity of nematode-cured mice.

### Re-Infected Mice Display a Strong Th2 Recall Response to *H. polygyrus*

To better characterize the early memory Th2 recall responses to a secondary nematode infection, we infected and cured C57BL/6 mice of *H. polygyrus* (cured). 8 weeks post-cure, 8-12 of the cured mice were challenged with a secondary *H. polygyrus* infection and were analyzed 3 days post-challenge (reinfected, **Figure 2A**). One major novel finding here was the significant expansion of Gata3^+^CD44^+^CD62-L^-^Foxp3^-^ memory Th2 cells observed in the peritoneal compartment only, but not in the siLP, mLN or lungs of reinfected mice (**Figure 2B**). Furthermore, the expanding population of peritoneal memory Th2 cells was strongly cytokine competent, evidenced by the significantly elevated numbers of IL-4, IL-5 and IL-13-producing memory Th2 cells detected in the PEC (**Figures 2C, D**). In contrast, a significant expansion of cytokine^+^ memory Th2 cells was not observed in the siLP, mLN or lung of reinfected mice 3 days post-challenge infection (**Figures 2B, D** and **S3B–D**). Interestingly, the marked increase in peritoneal IL-5^+^ Th2 cell numbers in the *H. polygyrus*-reinfected group was further paralleled by a significant influx of eosinophils into the peritoneal cavity, but not in other tissue sites, indicative of memory Th2-driven peritoneal eosinophilia (**Figure S4**). This finding was further emphasized by a lack of notable eosinophil infiltration into the peritoneal cavity of mice at 3 days post-primary infection (data not shown) and therefore confirms peritoneal eosinophilia as a particular feature of host recall responses to a secondary nematode infection. Thus, our results reveal the presence of a prominent Th2 recall response, localized specifically in the peritoneal cavity early following secondary *H. polygyrus* infection.

**Figure 2:**
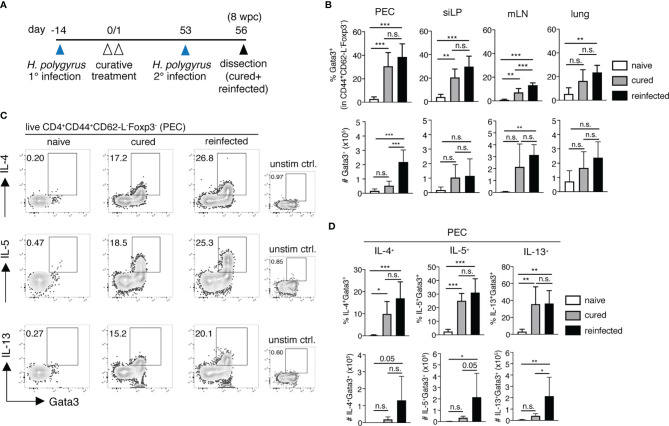
The peritoneum harbours significant memory Th2 cell expansion and cytokine release following *H. polygyrus* challenge infection. **(A)** Experimental set-up. Briefly, mice were infected *via* oral inoculation with 225 infective L3 *H. polygyrus* larvae and were cured of infection 14 days later *via* oral administration of 2mg/mouse pyrantel pamoate anti-helminthic on two consecutive days. All the cured mice were then allowed to rest. 8 weeks post-cure (day 53), a number of cured mice received a challenge *H. polygyrus* infection (reinfected group) and were sacrificed 3 days post-challenge (day 56) alongside un-challenged cured mice (cured group) and naïve controls for further analysis. **(B)** Frequencies (top panel) and absolute cell numbers (bottom panel) of Gata3^+^CD4^+^CD44^+^CD62-L^-^Foxp3^-^ memory Th2 cells in the peritoneal cavity (PEC), small intestinal lamina propria (siLP), mesenteric lymph nodes (mLN) and lungs of naïve, cured and reinfected mice. **(C)** Representative FACS plots showing cytokine^+^ PEC-resident memory Th2 cells following *in vitro* PMA/Ionomycin stimulation and corresponding unstimulated controls. **(D)** Frequencies (top panel) and absolute cell numbers (bottom panel) of IL-4^+^, IL-5^+^ and IL-13^+^ memory Th2 cells in the PEC of naïve, cured and reinfected mice. The data are pooled from two independent experiments with n = 3-5 mice per group. Statistical analysis was done using one-way ANOVA combined with Tukey’s multiple comparison test. * p < 0.05, ** p < 0.01, *** p < 0.001. n.s., not significant.

### The Peritoneal Cavity Harbors Activated Parasite-Specific Ox40^+^ Memory Th2 Cells

Among the several upregulated costimulatory markers highlighted by the scRNA-seq analysis of non-lymphoid organs, including the PEC, was Ox40 (CD134) (**Figure 1E** and **Table S1**). 

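*Tnfrsf4* (ENSMUSG00000029075, chromosome 4 from 156013843 to 156016612 of mm10, plus strand) had 1533 CPM in siLP (95% Poisson interval 1524 to 1542), 746.9 in lung (742.2 to 751.6), 108.3 in PEC (106.1 to 110.7) and 47.2 in mLN (45.3 to 49.3). The log2 ratio over mLN was 5.02 in siLP, 3.98 in lung and 1.20 in PEC, with a spread between captures of 0.40. That spread comes from lung and siLP alone, and PEC and mLN have 1 capture label each. It therefore does not measure the error of the ratio of PEC over mLN. As the difference of the mean deposited log2 values, the ratio of PEC over mLN was 0.53. PEC had less *Tnfrsf4* than siLP and lung, with log2 ratios of -3.82 and -2.79. After thinning, a count of *Tnfrsf4* was found in 63.6% of siLP cells, 62.0% of lung cells, 13.0% of PEC cells (Clopper-Pearson interval 5.37 to 24.9) and 10.0% of mLN cells (2.79 to 23.7). Without thinning the shares were 65.96%, 64.3%, 14.5% and 9.52%. A difference between PEC and mLN in the share of cells was therefore not detectable at this depth and number of cells. The PEC value came from 8 cells and the mLN value from 4 cells. An excess of *Tnfrsf4* in PEC over mLN is left open.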

Ox40 is an early inducible costimulatory molecule, normally promoting the survival and function of memory Th2 cells. Mice deficient for its only known ligand Ox40L (Ox40L^-/-^ mice) show impaired adult worm expulsion, lower IL-4 production and parasite-specific IgE responses following a secondary *H. polygyrus* infection, highlighting Ox40-Ox40L interactions as key for host immunity to a challenge nematode infection (17). Here, we profiled the *ex vivo* Ox40 expression on memory Th2 cells, comparing our cured and reinfected groups as a measure of the early induction and reactivation of host T cell responses. We found that *H. polygyrus* induces a prominent expansion of Ox40^+^ memory Th2 cell numbers specifically in the PEC, but not in other organs, as early as 3 days post-challenge infection (**Figure 3A**). Furthermore, peritoneal Ox40^+^ memory Th2 cells expressed significantly higher levels of the activation marker CD69 compared with Ox40^-^ memory Th2 cells, in line with the early inducible nature of Ox40 upon T-cell engagement with antigen-presenting cells (APCs) (**Figure 3B**).

**Figure 3:**
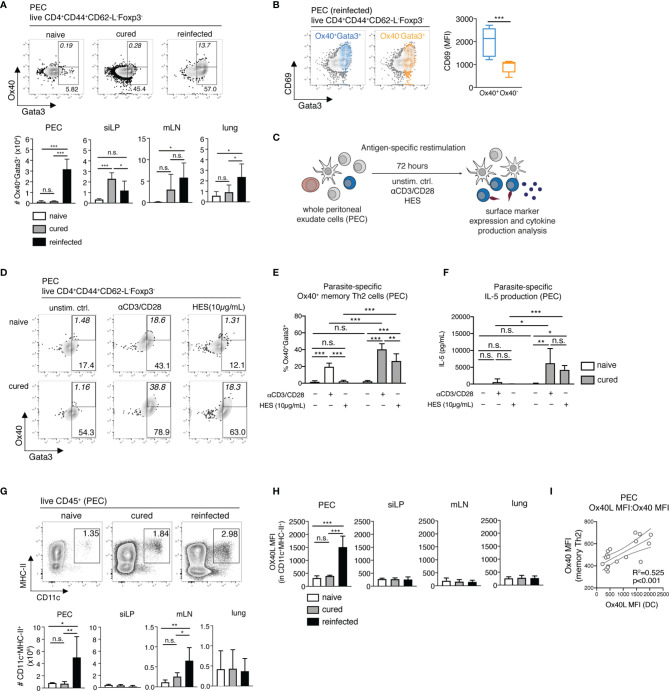
Parasite-specific Ox40^+^ memory Th2 cells and Ox40L^+^ DCs accumulate in the peritoneum during early recall responses to *H. polygyrus*. **(A)** Exemplary contour plots of Ox40 and Gata3 expression and absolute cell numbers of Ox40^+^Gata3^+^ memory Th2 cells in the PEC, siLP, mLN and lung of naïve, cured and reinfected mice. **(B)** Exemplary overlay plots and mean fluorescence intensity of CD69 expression by Ox40^+^Gata3^+^ (blue) and Ox40^-^Gata3^+^ (yellow) memory Th2 cells in the PEC of reinfected mice. **(C)** Schematic representation of the antigen-specific *in vitro* restimulation of whole PEC and mLN cells. **(D)** Exemplary plots of Ox40 and Gata3 expression by CD4^+^CD44^+^CD62-L^-^Foxp3^-^ memory Th2 cells following a 72-hour *in vitro* restimulation with αCD3/CD28 monoclonal antibodies and *H. polygyrus* excretory/secretory antigen (HES) of whole PEC cells from naïve and cured mice. **(E)** Frequencies of Ox40^+^Gata3^+^ memory Th2 cells following antigen-specific *in vitro* restimulation. **(F)** IL-5 cytokine levels in cell culture supernatants following the *in vitro* restimulation of whole PEC cells. **(G)** Exemplary FACS plots and absolute cell numbers of peritoneal CD11c^+^MHC-II^+^CD45^+^ dendritic cells (DC) in a naïve, cured and reinfected mouse. **(H)** Mean fluorescence intensities (MFI) of Ox40L on DCs in PEC, siLP, mLN and lung of naïve, cured and reinfected mice. **(I)** Correlation analysis of Ox40L expression on PEC-resident DCs and Ox40 expression on PEC-resident memory Th2 cells. Statistical analysis in **(A-C)** was done using one-way ANOVA combined with Tukey’s multiple comparison test. Statistical analysis in **(I)** was performed using Pearson’s r test. * p < 0.05, ** p < 0.01, *** p < 0.001, n.s., not significant.

Next, we asked whether this early memory Th2 cell reactivation in the peritoneal cavity constitutes a parasite-specific recall response. For this, we restimulated whole PEC and mLN cells from naïve and cured mice *in vitro* with anti-CD3/CD28 antibodies or with *H. polygyrus* excretory-secretory products (HES, 10µg/mL) for 72h (3 days), matching the *ex vivo* end-point of secondary infection in the reinfected group (**Figures 3C–F** and **S5**). While HES failed to induce a detectable parasite-specific Ox40 expression in naïve mice, we observed a significant increase in Ox40 expression on PEC, but not mLN cells from cured mice (**Figures 3E** and **S5A**). This was paralleled by increased levels of HES-specific IL-5 release in restimulated samples from the PEC of cured mice (**Figure 3F**). In contrast, no significant parasite-specific IL-5 was detected in restimulated mLN cells (**Figure S5B**). These findings therefore clearly indicate that the murine peritoneal compartment specifically conditions an early parasite-specific memory Th2 recall response against an intestinal parasitic nematode.

### Early Peritoneal Recall Responses to *H. polygyrus* Involve Ox40/Ox40L Interactions

To establish whether a corresponding increase in Ox40L expression on peritoneal APCs occurs during early recall responses to *H. polygyrus*, next we assessed the expression of Ox40L on CD11c^+^MHC-II^+^ dendritic cells (DCs) in the PEC, siLP, mLN and lungs of naïve, cured and reinfected mice (**Figures 3G, H**). DCs are a known source of Ox40L and provide key signaling for the priming and induction of both primary and memory Th2 cell responses (17, 18). Here, analysis of total CD11c^+^MHC-II^+^ DC numbers revealed a significant influx of DCs in the peritoneal compartment and to a lesser extent into the mLN of *H. polygyrus*-reinfected mice (**Figure 3G**). More importantly, however, a significant increase in Ox40L expression was only detectable on peritoneal DCs following secondary nematode infection (**Figure 3H**). A correlation analysis also revealed that the upregulated Ox40L expression on peritoneal DCs strongly correlates with the increased Ox40 expression on peritoneal memory Th2 cells (**Figure 3I**). Overall, these results therefore suggest that the murine peritoneal cavity is an early site of Ox40-Ox40L interactions between DCs and resident memory Th2 cells as early as 3 days post-challenge infection with *H. polygyrus*.

### The Peritoneum Downregulates VCAM-1 and ICAM-1 Expression in Response to *H. polygyrus*

Considering the notable peritoneal localization of early host recall responses to secondary *H. polygyrus* infection shown here, next we aimed to decipher what mechanisms potentially drive this influx of immune cells into the peritoneal cavity of nematode-reinfected mice. The peritoneal membrane is typically lined by a layer of squamous peritoneal mesothelial (PeM) cells, expressing various cell adhesion and migration markers (19–21). Returning to our scRNAseq analysis, we found that compared with sorted gut CD4^+^ T cells, peritoneal T cells show elevated gene expression levels of cell adhesion-associated markers like *Itgb2* (encodes lymphocyte function associated antigen-1 (LFA-1), which binds induced cell adhesion marker 1 (ICAM-1)), *Ccr2* (encodes chemokine receptor 2 (CCR2), which binds monocyte chemoattractant proteins 1 and 3 (MCP-1/3)), *Itga4* and *Itgal* (encode the integrin α4β1 (CD49d/CD29), which binds vascular cell adhesion marker 1 (VCAM-1)) (**Figure 4A**).

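All 4 genes had a higher CPM in PEC than in siLP. *Itgb2* (ENSMUSG00000000290, chromosome 10 from 77530252 to 77565708 of mm10, plus strand) had 206.2 CPM in PEC (95% Poisson interval 203.0 to 209.4), from 20 cells, and 11 counts in a single siLP cell, or 0.168 CPM (0.0838 to 0.301). The log2 ratio was 10.26, with a spread between captures of 1.73. Without siLP CD2_2, the label of that cell, it was at least 11.94, and it was 9.20 without siLP2. *Ccr2* (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557, plus strand) had 1074.7 CPM in PEC and 34.3 in siLP, a log2 ratio of 4.97 (spread 3.04). *Itga4* (ENSMUSG00000027009, chromosome 2 from 79255426 to 79333123, plus strand) had 442.6 and 85.6 CPM, a log2 ratio of 2.37 (spread 1.36). *Itgal* (ENSMUSG00000030830, chromosome 7 from 127296260 to 127335138, plus strand) had 126.3 and 31.4 CPM. Its log2 ratio of 2.01 was within the spread of 3.29, since its counts in siLP came almost entirely from siLP CD1_2, with 85.6 CPM there and none in siLP CD2_2. Without siLP CD1_2 the ratio was 5.79, and without siLP2 it was 1.013. The difference of the mean deposited log2 values moved *Itgb2* most and gave 2.76.
In RefSeq for GRCm38.p6, *Itgal* is listed with the synonyms Cd11a and LFA-1A, *Itgb2* with Cd18, *Itga4* with CD49D and *Itgb1* with CD29. *Itgb1* had 378.4 CPM in PEC and 95.9 in siLP, a log2 ratio of 1.98 within a spread of 4.66, since all its siLP counts came from siLP2. Without siLP2 it was at least 11.95 higher in PEC on the log2 scale, and without siLP CD1_2 it was 1.36. Compared with mLN, PEC cells had less *Itgb2*, with a log2 ratio of -0.46 within the spread. *Itgal* was 0.21 higher in PEC than in mLN, also within the spread, *Itga4* was 2.14 higher, and *Ccr2*, which had no count in mLN, was at least 14.01 higher. Against lung, *Itga4* was 2.28 higher in PEC, with 17.7 CPM in lung CD1 and 168.3 in lung CD2, so that the ratio was 1.40 without lung CD1 and 4.64 without lung CD2.

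**Figure D4:**
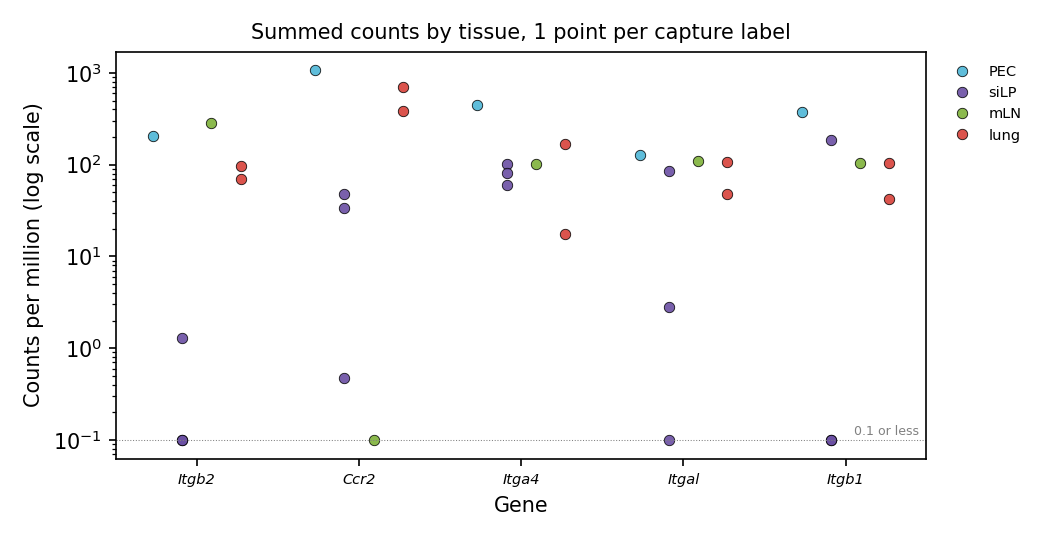
CPM of *Itgb2*, *Ccr2*, *Itga4*, *Itgal* and *Itgb1* in each capture label of the 4 tissues, on a log axis. Values of 0.1 or less are drawn at 0.1, as for *Itgb2* in siLP CD1_2 and siLP2 and for *Itgb1* in siLP CD1_2 and siLP CD2_2.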

**Figure 4:**
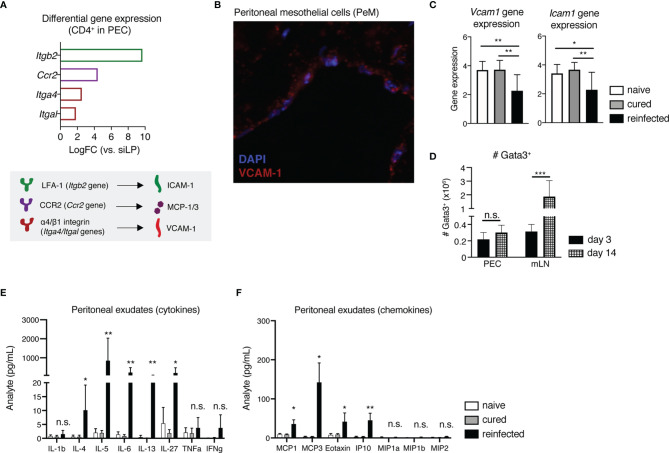
Peritoneal mesothelial cells (PeM) express several cell adhesion markers consistent with the influx of immune cells during early recall responses to *H. polygyrus* into the peritoneum. **(A)** Differential gene expression levels of *Itgb2, Ccr2, Itga4* and *Itgal* in sorted CD4^+^ T cells from the PEC in comparison with siLP-sorted cells, as quantified *via* scRNAseq (top) and a graphical legend of cell adhesion marker-ligand binding pairs (bottom). **(B)** Immunofluorescence staining of a peritoneal membrane snip from a naïve C57BL/6 mouse. DAPI nuclear staining is shown in blue and VCAM-1 staining in red. **(C)** Relative gene expression of *Vcam1* and *Icam1* in peritoneal membrane snips from naïve, cured and reinfected mice, against GAPDH as a housekeeping gene. **(D)** Absolute cell numbers of Gata3^+^CD4^+^CD44^+^CD62-L^-^Foxp3^-^ Th2 cells in the PEC and mLN of *H. polygyrus*-reinfected mice at 3 and 14 days post-challenge infection. Quantification of secreted **(E)** cytokines and **(F)** chemokines in peritoneal exudates from naïve, cured and reinfected mice. The data are pooled from two to three independent experiments with n = 2-4 mice per group. Statistical analysis was done using one-way ANOVA combined with Tukey’s multiple comparison test. * p < 0.05, ** p < 0.01, *** p < 0.001. n.s., not significant.

Assessing the gene expression of *Vcam1* and *Icam1* on PeM cells *via* immunofluorescence microscopy and qPCR, we found that while in naive and cured mice there are stable gene expression levels of both *Vcam1* and *Icam1*, reinfected mice display significantly lower expression of both genes (**Figures 4B, C**). In contrast, a similar downregulation of *Vcam1* or *Icam1* gene expression was not observed in mice killed at 3 days post-primary infection (data not shown). Next, to see whether these changes in *Vcam1* and *Icam1* expression potentially correlate with later shifts in host Th2 recall responses towards the site of infection in the gut, we also assessed the numbers of Th2 cells in both the PEC and the gut-draining mLN of mice at 14 days post-challenge infection (**Figure 4D**). Here, by day 14 post-challenge we found that while total numbers of Gata3^+^ Th2 cells in the PEC were no longer increasing, there was a contrasting significant increase in Th2 cell numbers in the mLN (**Figure 4D**). In summary, these findings indicate that while the host peritoneum maintains stable levels of cell adhesion marker expression of VCAM-1 and ICAM-1 under homeostasis and following cure of a primary infection, a *H. polygyrus* challenge induces a significant downregulation of gene expression levels of both markers, likely enabling immune cell influx out of the peritoneal compartment. In addition, the peritoneal cavity appears to prime and support only early host recall responses to a strictly intestinal pathogen, as by day 14 post-challenge we start observing stronger host Th2 responses in the gut-draining lymph nodes instead.

Considering the high gene expression levels of cell adhesion and chemokine receptors LFA-1, α4β1 and CCR2 found on peritoneal compared with intestinal CD4^+^ T cells (**Figure 4A**), we also quantified the amounts of secreted cytokines and chemokines in peritoneal exudates of naïve, cured and reinfected mice using a magnetic bead multiplex assay (**Figure 4E**). We detected expectedly elevated levels of Th2 cytokines like IL-4, IL-5, IL-6 and IL-13, in line with the marked reactivation and expansion of peritoneal memory Th2 cells shown earlier. One novel finding here was the markedly elevated levels of the APC-secreted immunomodulatory cytokine IL-27 in the peritoneal cavity of reinfected mice, fitting well with the observed influx of peritoneal DCs following *H. polygyrus* challenge (**Figure 4E**). Considering the known immunomodulatory functions of both IL-27 and nematode-derived molecules, we also checked whether HES/IL-27-mediated signaling potentially contributes to the observed downregulation of *Vcam1* and *Icam1* in the peritoneum of reinfected mice. For this, we performed an *in vitro* restimulation of whole peritoneal membrane snips with either the pro-inflammatory cytokine IFNγ, known to increase ICAM-1 and VCAM-1 expression on human pleural mesothelial cells (22), or with HES either in the presence or absence of IL-27. Here, while IFNγ restimulation induced an increase in gene expression of *Icam1*, but not *Vcam1*, HES and IL-27 did not significantly modulate neither *Vcam1* nor *Icam1* expression on murine PeM cells *in vitro*, indicating that alternative signaling mechanisms in the peritoneum regulate cell adhesion marker expression in response to a nematode infection (**Figure S6**). Finally, we found that reinfected mice displayed significantly elevated levels of several chemokines. including MCP-1/3 and the eosinophil-attracting chemokine Eotaxin (CCL11) (**Figure 4F**), fitting with the differential gene expression of CCR2 on peritoneal T cells and the marked peritoneal eosinophilia, respectively (**Figure 4F**).

In summary, we could show that within the murine peritoneal cavity, the peritoneal membrane lined by PeM cells expresses stable levels of cell adhesion markers VCAM-1 and ICAM-1 under steady state and following cure of a primary infection, and significantly downregulates the gene expression of both markers in response to a challenge nematode infection. In line with this finding, within our scRNA-seq data we also observe high differential gene expression of the binding molecules for both VCAM-1 (α4β1) and ICAM-1 (LFA-1) on peritoneal CD4^+^ T cells, therefore indicating that the notable recruitment and retention of memory Th2 cells in the peritoneal cavity of mice cured of a primary *H. polygyrus* infection is potentially cell adhesion marker-driven. Finally, we highlight the presence of significantly elevated levels of several APC-derived and signature Th2 cytokines, as well as chemokines associated with monocyte recruitment and activation in peritoneal exudates of reinfected mice, further highlighting the murine peritoneal compartment as a site of diverse immune cell recruitment, retention and reactivation in response to an otherwise strictly enteric pathogen.

## Discussion

The formation, distribution and rapid recall abilities of memory T cells are crucial elements of immunological memory responses. Here, we focused on characterizing the early Th2 recall responses to a challenge infection with the small intestinal nematode *H. polygyrus* in mice. We could show that along with the siLP and the lung, the peritoneal cavity harbors a pool of CD4^+^ T cells with a typical tissue-resident memory transcriptional profile, including upregulated expression of costimulatory markers like Ox40 and tissue retention markers like CD69 (23, 24). As an early inducible marker, Ox40 normally promotes the survival and function of memory Th2 cells *via* positive regulation of anti-apoptotic proteins like Bcl-2 and Bcl-xl (25–27). Several studies have shown that Ox40/Ox40L signaling is critical for memory Th2 cell functionality during allergic airway inflammation in mice (27–29). For nematode infections, Ox40L^-/-^ mice have been shown to exhibit impaired adult worm expulsion, and weaker IL-4 and IgE responses to secondary *H. polygyrus* infection, confirming Ox40/Ox40L interactions as important for efficient host recall responses to intestinal parasitic nematodes (17). Here, we highlight for the first time the host peritoneal cavity as a key site of parasite-specific upregulation of Ox40 expression on memory Th2 cells, paralleled by an influx of peritoneal Ox40L^+^ DCs as early as 3 days following a secondary infection with an otherwise strictly enteric nematode. Moreover, even though nematode infections are typically associated with eosinophil infiltration at the site of infection, we now demonstrate that a secondary *H. polygyrus* infection also induces a significant early eosinophil accumulation at distal sites such as the peritoneal cavity. This therefore further highlights a novel importance of the peritoneal compartment for priming and harboring early recall responses to infections with gut-restricted pathogens.

Under homeostasis, during infection or inflammation the cellular composition of the peritoneal cavity is typically regulated *via* the bidirectional migration of immune cells, a process reliant on chemokine receptors and cell adhesion markers (30–33). In our previous study, we found that the majority of memory Th2 cells from the peritoneal cavity of nematode-cured mice express the α4 integrin subunit (CD49d), while less than 10% of intestinal memory Th2 cells were CD49d^+^ (4). Importantly, *via* interactions with their complementary receptors α4β1 and LFA-1, the cell adhesion markers VCAM-1 and ICAM-1 have been shown to mediate mononuclear leukocyte infiltration, increase T cell and APC avidity and thus to modulate T cell activation and differentiation (34, 35). In line with previous findings (20) and expanding on our own work (4), here we can now show that the murine peritoneal membrane, lined by PeM cells, is a source of both VCAM-1 and ICAM-1 under homeostasis and following cure of a primary *H. polygyrus* infection, thus explaining the prominent recruitment and retention of tissue-resident CD49d^+^ memory Th2 cells in the peritoneal compartment, rather than the gut of nematode-cured mice.

Several studies have previously shown that human pleural mesothelial cells upregulate their ICAM-1 expression and serve as chemokine sources in response to bacterial infection, thus directly participating in the recruitment of monocytes and CD4^+^ T cells (22, 36, 37). In contrast, blocking ICAM-1 leads to lower CD4^+^ T cell activation *in vitro* (22) and to a significant reduction in monocyte transmigration in response to chemotactic stimuli (36). In light of this data, an additional new finding in our current study is that the murine peritoneum can directly respond to a challenge intestinal nematode infection by rather decreasing its gene expression levels of *Vcam1* and *Icam1* early during recall responses to *H. polygyrus*, likely enabling the immune cell efflux out of the peritoneal cavity. Furthermore, considering the initial expansion of peritoneal Th2 cells during early recall responses at 3 days post-challenge in the PEC only, and the contrasting later expansion of Gata3^+^ cells in the gut-draining lymph nodes by 14 days post-challenge infection, our findings therefore suggest that the host peritoneal compartment participates in and supports specifically early recall responses to the enteric parasite *H. polygyrus*. Considering the gut-restricted colonization of *H. polygyrus*, efficient control of this pathogen ultimately relies on strong host Th2 responses in the siLP and mLN, rather than in peripheral sites like the peritoneal cavity. The efflux of immune cell subsets like B cells out of the peritoneum requires the downregulation of integrin molecules, correlating with a corresponding increasing appearance of B cells in lymph nodes (33). Even though here we don’t show evidence of lower integrin expression on peritoneal-resident Th2 cells following *H. polygyrus* reinfection, we rather present evidence of significantly downregulated *Vcam1* and *Icam1* gene expression levels in the peritoneum of nematode-reinfected mice at 3 days post-challenge, coupled with increasing numbers of Th2 cells in the mLN by 14 days post-secondary infection. Our findings therefore support one potential new mechanism of immune cell recirculation *via* the peritoneum, where nematode-induced LFA-1 and CD49d-expressing CD4^+^ T cells take up residence in the host peritoneal cavity, attracted by the stable expression levels of ICAM-1 and VCAM-1 following the cure of a primary *H. polygyrus* infection. Upon nematode reinfection, the peritoneal membrane starts downregulating its cell adhesion marker expression to allow for immune cell efflux out of the peritoneum and towards the site of infection in the gut, complementing the already initiated *de novo* induction of Th2 effector cells expected in the mLN of reinfected mice.

Despite the upregulated levels of secreted chemokines like MCP-1/3 and Eotaxin in peritoneal exudates, we did not observe a corresponding elevated gene expression of either marker in the peritoneal membrane of reinfected mice 3 days post-challenge (data not shown). This therefore indicates that other immune cell subsets such as peritoneal macrophages, rather than PeM cells, serve as important chemokine sources, potentially complementing APC-driven immune cell reactivation.

Several studies in recent years have highlighted the APC-derived IL-27 as an immunomodulatory cytokine, capable of regulating Th1 cell differentiation (38), chemokine production in human bronchial epithelial cells (39), as well as mediating intestinal epithelial barrier function (40). IL-27 also appears to inhibit activation-induced cell death (AICD) of CD4^+^ T cells, sustaining their expansion upon activation (41). Similarly, IL-27 is reported to enhance eosinophil survival, migration and activation (42). The high concentrations of IL-27 in the peritoneal exudates are therefore in line with the strong expansion and parasite-specific reactivation of peritoneal Th2 cells, as well as with the prominent peritoneal eosinophil influx in *H. polygyrus*-reinfected mice and points to a role for IL-27 in T cell and granulocyte attraction and activation in the host peritoneal cavity during early recall responses to infection. Finally, *H. polygyrus* itself is also a potent immunomodulator and can regulate host immune responses *via* the release of a diverse cocktail of parasite-derived molecules (43–45). In the current study, we observed a significant increase of both DCs and secreted IL-27 levels in the peritoneal cavity of reinfected mice, but neither *H. polygyrus*-released products (HES), nor IL-27 induced a decrease in the cell adhesion markers VCAM-1 and ICAM-1 *in vitro*, possibly as a result of a lack of IL-27 receptor expression on murine PeM cell.

In summary, our study places a novel focus on the involvement of the host peritoneal cavity in driving the recruitment and reactivation of memory Th2 cells, DCs and eosinophils during early recall responses to a gut-restricted parasitic nematode. We could show that the peritoneal compartment of nematode-reinfected mice harbors notable numbers of parasite-specific, functional memory Th2 cells, as well as a significant influx of both DCs and eosinophils. Furthermore, we show for the first time that the murine peritoneum, typically lined by PeM cells, responds to an intestinal nematode infection by decreasing its gene expression of the cell adhesion markers VCAM-1 and ICAM-1 as early as 3 days post-challenge infection, despite otherwise stable expression of both markers following cure of a primary infection. We therefore highlight the host peritoneal compartment as an important player in the development of early Th2 recall immune responses to challenge infections with an enteric pathogen.

## Materials and Methods

### Mice and Nematode Infection

Wild-type female C57BL/6 mice (age 8-10 weeks) were purchased from Janvier Labs (Saint-Berthevin, France). All animals were maintained under specific pathogen-free (SPF) conditions and were fed standard chow *ad libidum*. *H. polygyrus* was maintained by serial passage in C57BL/6 mice (H0099/13). Mice were infected with 225 third-stage infective (L3) *H. polygyrus* larvae *via* oral gavage in 200µL drinking water. For cure of infection, mice were treated on two consecutive days during the acute stage of infection (day 14-15) with 2mg pyrantel pamoate (Sigma, St. Louis, MO, USA) in 200µL drinking water *via* oral gavage. On indicated days, mice were sedated *via* isofluorane inhalation, followed by cervical dislocation. The efficacy of curative treatment with pyrantel pamoate was confirmed at dissection by the lack of adult worms in the small intestine of cured mice. All animal experiments were performed in accordance with the National Animal Protection Guidelines and approved by the German Animal Ethics Committee for the Protection of Animals (LAGeSo, G0176/20).

### Preparation of Single Cell Suspensions

The isolation of PEC, siLP and mLN was performed as previously described (4). For the isolation of lung cells, the chest cavity was opened *via* incision and the whole lung was perfused with 20mL ice-cold PBS *via* puncture to the heart using a 27G needle and syringe. Each lung was then removed and manually minced into small pieces. The minced tissue was then transferred to a 50mL falcon tube containing 10mL digestion medium (150µg/mL collagenase D and DNase I in PBS). The samples were incubated for 1 hour at 37°C under continuous shaking at 250rpm. Following the digestion step, the lung tissue was passed through a 70µm cell strainer into a fresh 50mL falcon tube. After erythrocyte lysis, the lung samples were washed and resuspended in cRPMI. All cell suspensions were counted using a CASY automated cell counter (Roche-Innovatis, Reutlingen, Germany).

### CD4^+^ T Cell Sorting and Library Preparation

Cell suspensions from PEC, siLP, mLN and lung were obtained and counted as described above from two *H. polygyrus*-cured C57BL/6 mice at 8 weeks post-cure. Immediately prior to dissection, each mouse was injected intravenously with anti-mouse CD45.2-A700 (clone 104) to allow for the exclusion of any blood-derived cells in circulation. Each sample was stained with anti-mouse CD4-PerCP (clone RM4-5) and was sorted for live single CD4^+^CD45.2^-^ T cells on a FACS Aria cell sorter (BD Biosciences, Heidelberg, Germany).

Capture and processing of single CD4^+^ T cells was performed using the Fluidigm C1 autoprep system. Sorted CD4^+^ T cells (50 cells/µl) were mixed with (ratio 6/4) C1 Cell Suspension Reagent (Fluidigm) and subsequently loaded onto a 5-10-μm-diameter C1 Integrated Fluidic Circuit (IFC; Fluidigm From the nine chips used, we captured 517 single cells (59.8%). ERCC (External RNA Controls Consortium) spike-in RNAs (Ambion, Life Technologies) were added to the lysis mix. Reverse transcription and cDNA preamplification were performed using the SMARTer Ultra Low RNA kit (Clontech). Sequencing libraries were prepared using Nextera XT DNA Sample Preparation kit with 96 indices (Illumina), according to the protocol supplied by Fluidigm. Size distribution in final libraries was analyzed by Bioanalyzer High Sensitivity DNA assay (Agilent) and library concentrations were quantified by Qubit High Sensitivity DNA assay (ThermoFisher). A total of 384 libraries were pooled equimolar and sequenced on an Illumina HiSeq 1500 system in rapid mode v1 by a paired-end dual-indexing run with 2x 125 cycle reads. Subsequently, the generation and trimming of fastq files was performed followed by alignment of the reads to mm10 mouse genome version.

Quality control of the raw fastq files was done with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimming of the raw reads was done with Trimmomatic v0.36, with the following filters and settings in this order: Nextera adaptors, ILLUMINACLIP:${ADAPTER}:2:30:10 (adapter trimming), LEADING:3 (5’ Trimming phred<3), TRAILING:3 (3’ Trimming phred<3), SLIDINGWINDOW:3:20 (mean phred score in sliding window size 3 had to be at least 20), MINLEN:36 (discard reads shorter than 36bp) (46).

### RNA Sequencing and Data Analysis

Single cell RNA-Seq data were analyzed using R and the indicated R-packages. At first, counts per gene were calculated from the bam files by adding all counts mapped to the region of a corresponding gene (Rsamtools) (47). Quality control of the count data was performed with the R-package scater (48, 49). Cells with low library size, low numbers of features or a high number of mitochondrial sequences were filtered out using the quickPerCellQC function. Features (genes) without any count in all remaining cells were removed from the dataset and count data were normalized and log2-transformed after adding a pseudocount to each value. Variances in the expression profile of each gene were modelled based on a fitted mean-variance trend (scran - modelGeneVar) (50), decomposing it into technical and biological components. Hypervariable expressed genes were identified by applying a threshold of 4 for the variances of the biological component. 500 genes with the highest biological variances were selected for dimension reduction using the UMAP algorithm (scater) (48). In order to further stratify the dataset to genes driving systemic substructures and to remove noise, pairwise correlations between all genes were calculated (scran - correlatePairs) (50). P-values were adjusted for multiple testing by calculating the false discovery rates and significant genes were selected by a fdr below 0.05. These genes were used in a hierarchical clustering with euclidean distances and ward.D2 linkage (R - inbuilt dist and hclust function) (49). Five clusters were defined by the cutTreeDynamic function (dynamicTreeCut) (51). The dendrogram information (order of the columns), as well as the cluster definitions were used in the heatmap representation of pre-selected genes (heatmap3) (52).

Differential expression of genes between PEC and other tissues were determined by fitting negative binomial generalized linear models combined with likelihood ratio tests (edgeR - glmFIT and glmLRT) (53). Ranks were determined for each comparison and the whole set was ordered according to the minimal rank of each gene.

Marker genes for the three PEC clusters were determined by combined pairwise comparisons (t-Tests) using the findMarkers function of the scran package. Significant genes were selected by a combined p-value below 0.05. Functional annotation and overrepresentation analysis of these gene sets was done by DAVID using the R package “RDAVIDWebService” (54). Comparison of functional aspects between the three PEC clusters was done using the R-package “clusterProfiler” (55). Results for the biological branch of the gene ontology system were further processed. GO terms with overrepresentation in all PEC clusters were removed to focus for the differences. Each term was mapped (if possible) to the significant most specific (child) term. 15 top-ranking terms from this processed set for each PEC cluster were then compared in a dotplot.

### Flow Cytometry

The antibodies used for the detection of surface and intracellular markers are described in **Table S4**. Dead cells were excluded using eFluor780 or eF560 fixable viability dye (Thermo Fisher, Waltham, USA). For intracellular staining of cytokines and transcription factors, cells were fixed and permeabilized using the Fixation/Permeabilization kit and Permeabilization buffer from ThermoFisher/eBioscience. Samples were analyzed on a Canto II flow cytometer and on an Aria cell sorter (BD Biosciences, Heidelberg, Germany). The data was analyzed using FlowJo software Version 10 (Tree star Inc., Ashland, OR, USA). The data for naïve, cured (8wpc and 12wpc) and reinfected mice presented in this study are pooled from two independent experiments with 3-5 mice per group in each experiment.

### Cell Culture and *In Vitro* Re-Stimulation

For the analysis of parasite-specific Ox40 expression and IL-5 secretion, 5x10^5^ whole PEC or mLN cells were plated out per well in a round-bottom 96-well cell culture plate in a final volume of 200µL RPMI medium, containing 10% FCS, 100U/mL penicillin and 100µg/mL streptomycin (all from PAA, Pasching, Austria). The cells were stimulated with either anti-CD3/CD28 antibodies (1µg/mL) or *H. polygyrus* excretory-secretory (HES) antigen (10µg/mL). The cells were then incubated for 72 hours at 37°C and 5% CO_2_. After 72 hours, the cell pellets were collected and stained for flow cytometric analysis, as described above, while the culture supernatants were collected and used for quantifying IL-5 secretion *via* ELISA, as described below. The data presented for this assay are pooled from two independent experiments with 2-4 mice per group in each experiment.

### Quantification of Parasite-Specific IL-5 Production *In Vitro*

Parasite-specific IL-5 production of restimulated PEC and mLN cells was measured *via* sandwich ELISA using the Mouse IL-5 Uncoated ELISA kit as per the manufacturer’s instructions (Invitrogen). Absorbance was measured on a Biotek Synergy H1 Hybrid Reader at a 450nm wavelength.

### Eosinophil Peroxidase Quantification in Serum

Eosinophil peroxidase (EPO) levels in blood serum were quantified using the Mouse Eosinophil Peroxidase (EPX) ELISA Kit as per the manufacturer’s instructions (DLdevelop, Jiangsu, PRC). Serum samples were diluted 1:5 in Diluent Buffer and were added to the plate with serially diluted standards. Absorbance was measured on a Biotek Synergy H1 Hybrid Reader at a 450nm wavelength. The data presented for this assay are pooled from two independent experiments with 3-5 mice per group in each experiment.

### Immunohistochemistry

Sections were cut from formalin-fixed and paraffin-embedded tissues, dewaxed and subjected to a heat-induced epitope-retrieval step. For immunofluorescence, endogenous peroxidase was blocked (Dako REAL Peroxidase-Blocking Solution, Agilent, Santa Clara, CA, U.S.) and sections were incubated with anti-VCAM-1 (clone EPR5047, Abcam, Cambridge, U.K.). For detection, the EnVision+ Single Reagent (HRP. Rabbit, Agilent) and the Opal 570 reagent (Akoya Biosciences, MA, U.S.) were used. Nuclei were stained with DAPI (Sigma-Aldrich Chemie GmbH, Munich, Germany) and slides were cover-slipped in Fluoromount G (Southern Biotech, Birmingham, AL, U.S.). Stained sections were analyzed in a blinded manner using an AxioImager Z1 microscope (Carl Zeiss Microscopy Deutschland GmbH, Oberkochen, Germany). The immunohistochemistry data shown here are representative of two independent experiments with 2-4 mice per group in each experiment.

### Quantitative Real-Time PCR (qPCR)

At necropsy, 1cm^2^ tissue snips of peritoneal membrane were excised, flash-frozen in liquid nitrogen and were stored at -80°C. RNA was isolated using the Monarch Total RNA Miniprep kit (New England BioLabs, MA, USA) according to the manufacturer’s instructions. 2μg of RNA was then reverse-transcribed to cDNA using the High-Capacity RNA-to-cDNA kit (Applied Biosystems, Foster City, CA, USA). Relative gene expression was determined *via* quantitative real-time PCR (qPCR) using 10 ng of cDNA and FastStart Universal SYBR Green Master Mix (Roche). Primer pairs are described in **Table S5**. Efficiencies for each primer pair were determined by generating a standard curve. mRNA expression was normalized to the housekeeping gene glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and was calculated by the Roche Light Cycler 480 software. The qPCR data are pooled from three independent experiments with 2-4 mice per group in each experiment.

### Magnetic Bead Immunoassay and Peritoneal Analyte Quantification

At necropsy, 1mL of PBS buffer was carefully injected and retracted from the cavity of naïve, cured and reinfected mice using a 20G needle and syringe. These peritoneal exudate samples were then centrifuged, the supernatants were collected and stored at -20°C for performing a multiplex sandwich ELISA-based Luminex immunoassay using the Mouse Cytokine & Chemokine 26-plex ProcartaPlex kit as per the manufacturer’s instructions. The results were read using a Luminex MagPix machine. The data presented for this assay are pooled from two independent experiments with 3-4 mice per group in each experiment.

### *In Vitro* PeM cell restimulation

For the *in vitro* restimulation of murine PeM cells, snips from naïve C57BL/6 mice were carefully excised and were plated out in 200µL cRPMI medium in 96-well plates (one snip per well). Snips from each mouse were then either left unstimulated as a negative control or were incubated with IFNγ (10ng/mL), HES (10µg/mL) or HES and IL-27 (10µg/mL + 50ng/mL, respectively) for 24h at 37°C, 5% CO_2_. After the 24h incubation, the snips were then snap frozen and stored at -80°C for later RNA extraction, reverse transcription and qPCR analysis of *Vcam1* and *Icam1* gene expression levels as described above. The data presented for this assay are pooled from two independent experiments with 2-4 mice per group in each experiment.

### Statistical Analysis

Statistical analysis of FACS data was performed using GraphPad Prism software version 9.0.1 (La Jolla, CA, USA). Results are displayed as mean ± SD and significance is displayed as *p<0.05, **p<0.01, ***p<0.001. Results were tested for normal distribution using the Shapiro-Wilk normality tests, followed by ANOVA or Kruskal-Wallis combined with Tukey’s or Dunn’s multiple comparison testing.

## Data Availability Statement

The RNAseq data presented in the study are deposited in the GEO database (NCBI) repository, accession number GSE198203.

## Ethics Statement

The animal study was reviewed and approved by LAGeSO, G0176/20.

## Author Contributions

IAY, SS, BS, and SH planned and designed the study. IAY, SS, and AAK performed experiments, data analysis and interpretation. KV and UK performed the library preparation and single-cell RNA sequencing. KJ performed the bioinformatics analysis. KJ and BS interpreted the scRNA-seq data. AAK performed and interpreted the immunohistochemistry analysis. IAY wrote the manuscript. IAY, KJ, SS, KV, UK, AAK, BS, and SH edited the manuscript. BS and SH supervised the study and provided critical review of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by a German Research Foundation (DFG) grant HA 2542/8-1 awarded to SH.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] PradeuTDuP,L. Immunological Memory: What’s in a Name? Immunol Rev (2018) 283:7–20. doi: 10.1111/imr.12652 29664563

[2] JamesonSCMasopustD. Understanding Subset Diversity in T Cell Memory. Immunity (2018) 48:214–26. doi: 10.1016/j.immuni.2018.02.010 PMC586374529466754

[3] NguyenQPDengTZWitherdenDAGoldrathAW. Origins of CD4 + Circulating and Tissue-Resident Memory T-Cells. Immunology (2019) 157:3–12. doi: 10.1111/imm.13059 30897205PMC6459775

[4] SteinfelderSRauschSMichaelDKühlAAHartmannS. Intestinal Helminth Infection Induces Highly Functional Resident Memory Cd4+T Cells in Mice. Eur J Immunol (2017) 47:353–63. doi: 10.1002/eji.201646575 27861815

[5] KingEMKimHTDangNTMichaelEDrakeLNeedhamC. Immuno-Epidemiology of Ascaris Lumbricoides Infection in a High Transmission Community: Antibody Responses and Their Impact on Current and Future Infection Intensity. Parasite Immunol (2005) 27:89–96. doi: 10.1111/j.1365-3024.2005.00753.x 15882235

[6] JiaTWMelvilleSUtzingerJKingCHZhouXN. Soil-Transmitted Helminth Reinfection After Drug Treatment: A Systematic Review and Meta-Analysis. PloS Negl Trop Dis (2012) 6(5):e1621. doi: 10.1371/journal.pntd.0001621 22590656PMC3348161

[7] ButterworthAEFulfordAJDunneDWOumaJHSturrockRF. Longitudinal Studies on Human Schistosomiasis. Philos Trans R Soc Lond B Biol Sci (1988) 321(1207):495–511. doi: 10.1098/rstb.1988.0105 2907155

[8] FaulknerHTurnerJKamgnoJPionSDBoussinesqMBradleyJ. Age- and Infection Intensity-Dependent Cytokine and Antibody Production in Human Trichuriasis: The Importance of Ige. J Infect Dis (2002) 185:665–72. doi: 10.1086/339005 11865424

[9] RauschSHuehnJKirchoffDRzepeckaJSchnoellerCPillaiS. Functional Analysis of Effector and Regulatory T Cells in a Parasitic Nematode Infection. Infect Immun (2008) 76:1908–19. doi: 10.1128/IAI.01233-07 PMC234670518316386

[10] RauschSHoehnJLoddenkemperCHepworthMKlotzCSparwasserT. Establishment of Nematode Infection Despite Increased Th2 Responses and Immunopathology After Selective Depletion of Foxp3+ Cells. Eur J Immunol (2009) 39:3066–77. doi: 10.1002/eji.200939644 19750483

[11] BlankenhausBKlemmUEschbachMLSparwasserTHoehnJKühlAA. Strongyloides Ratti Infection Induces Expansion of Foxp3+ Regulatory T Cells That Interfere With Immune Response and Parasite Clearance in Balb/C Mice. J Immunol (2011) 186:4295–305. doi: 10.4049/jimmunol.1001920 21335490

[12] MaizelsRMMcSorleyHJ. Regulation of the Host Immune System by Helminth Parasites. J Allergy Clin Immunol (2016) 138:666–75. doi: 10.1016/j.jaci.2016.07.007 PMC501015027476889

[13] HarvieMCamberisMTangSCDelahuntBPaulWLe GrosG. The Lung is an Important Site for Priming CD4 T-Cell-Mediated Protective Immunity Against Gastrointestinal Helminth Parasites. Infect Immun (2010) 78:3753–62. doi: 10.1128/IAI.00502-09 PMC293744020605978

[14] Obata-NinomiyaKIshiwataKNakanoHEndoYIchikawaTOnoderaA. Cxcr6+St2+ Memory T Helper 2 Cells Induced the Expression of Major Basic Protein in Eosinophils to Reduce the Fecundity of Helminth. Proc Natl Acad Sci (2018) 115:E9849–58. doi: 10.1073/pnas.1714731115 PMC619650630275296

[15] FilbeyKJCamberisMChandlerJTurnerRKettleAJEichenbergerRM. Intestinal Helminth Infection Promotes IL-5- and CD4 + T Cell-Dependent Immunity in the Lung Against Migrating Parasites. Mucosal Immunol (2019) 12:352–62. doi: 10.1038/s41385-018-0102-8 30401814

[16] MohrsKHarrisDPLundFEMohrsM. Systemic Dissemination and Persistence of Th2 and Type 2 Cells in Response to Infection With a Strictly Enteric Nematode Parasite. J Immunol (2005) 175:5306–13. doi: 10.4049/jimmunol.175.8.5306 16210636

[17] EkkensMJLiuZWhitmireJXiaoSFosterAPesceJ. The Role of Ox40 Ligand Interactions in the Development of the Th2 Response to the Gastrointestinal Nematode Parasite Heligmosomoides Polygyrus. J Immunol (2003) 170:384–93. doi: 10.4049/jimmunol.170.1.384 12496423

[18] JenkinsSJPerona-WrightGWorsleyAGFIshiiNMacDonaldAS. Dendritic Cell Expression of OX40 Ligand Acts as a Costimulatory, Not Polarizing, Signal for Optimal Th2 Priming and Memory Induction *In Vivo* . J Immunol (2007) 179:3515–23. doi: 10.4049/jimmunol.179.6.3515 17785785

[19] ShimotsumaMKawataMHagiwaraATakahashiT. Milky Spots in the Human Greater Omentum. Macroscopic and Histological Identification. Acta Anat (1989) 136:211–6. doi: 10.1159/000146888 2603633

[20] SuassunaJHRNevesFCDHartleyRBOggCSCameronJS. & Immunohistochemical Studies of the Peritoneal Membrane and Infiltrating Cells in Normal Subjects and in Patients on CAPD. Kidney Int (1994) 46:443–54. doi: 10.1038/ki.1994.292 7967356

[21] JonjicBNPeriGBernasconiSSciaccaFLColottaFPelicciP. Expression of Adhesion Molecules and Chemotactic Cytokines in Cultured Human Mesothelial Cells. J Exp Med (1992) 176:1165–74. doi: 10.1084/jem.176.4.1165 PMC21194051383376

[22] YuanMLTongZHGuangXZhangJCWangXJMaWL. Regulation of Cd4+ T Cells by Pleural Mesothelial Cells *via* Adhesion Molecule-Dependent Mechanisms in Tuberculous Pleurisy. PloS One (2013) 8:1–10. doi: 10.1371/journal.pone.0074624 PMC377799424069325

[23] CarboneFR. Tissue-Resident Memory T Cells and Fixed Immune Surveillance in Nonlymphoid Organs. J Immunol (2015) 195:17–22. doi: 10.4049/jimmunol.1500515 26092813

[24] SchenkelJMMasopustD. Tissue-Resident Memory T Cells. Immunity (2014) 41:886–97. doi: 10.1016/j.immuni.2014.12.007 PMC427613125526304

[25] GramagliaIWeinbergADLemonMCroftM. Ox-40 Ligand: A Potent Costimulatory Molecule for Sustaining Primary CD4 T Cell Responses. J Immunol (1998) 161:6510–7.9862675

[26] RogersPRSongJGramagliaIKilleenNCroftM. OX40 Promotes Bcl-Xl and Bcl-2 Expression and Is Essential for Long-Term Survival of CD4 T Cells. Immunity (2001) 15:445–55. doi: 10.1016/s1074-7613(01)00191-1 11567634

[27] Salek-ArdakaniSSongJHaltemanBSJemberAGHAkibaHYagitaH. Ox40 (Cd134) Controls Memory T Helper 2 Cells That Drive Lung Inflammation. J Exp Med (2003) 198:315–24. doi: 10.1084/jem.20021937 PMC219407612860930

[28] JemberAGHZuberiRLiuFTCroftM. Development of Allergic Inflammation in a Murine Model of Asthma Is Dependent on the Costimulatory Receptor Ox40. J Exp Med (2001) 193:387–92. doi: 10.1084/jem.193.3.387 PMC219592311157058

[29] GraciasDTSethiGSMehtaAKMikiHGuptaRKYagitaH. Combination Blockade of Ox40l and Cd30l Inhibits Allergen-Driven Memory Th2 Reactivity and Lung Inflammation. J Allergy Clin Immunol (2021) 147(6):1–14. doi: 10.1016/j.jaci.2020.10.037 33160971PMC8096862

[30] OhnmachtCPullnerARooijenNvVoehringerD. Analysis of Eosinophil Turnover *In Vivo* Reveals Their Active Recruitment to and Prolonged Survival in the Peritoneal Cavity. J Immunol (2017) 179:4766–74. doi: 10.4049/jimmunol.179.7.4766 17878375

[31] Ruiz-CampilloMTHernandezVMEscamillaAStevensonMPerezJMartinez-MorenoA. Immune Signatures of Pathogenesis in the Peritoneal Compartment During Early Infection of Sheep With Fasciola Hepatica. Sci Rep (2017) 7:1–14. doi: 10.1038/s41598-017-03094-0 28584245PMC5459796

[32] HöpkenUEWinterSAchtmanAHKrügerKLippM. CCR7 Regulates Lymphocyte Egress and Recirculation Through Body Cavities. J Leukoc Biol (2010) 87:671–82. doi: 10.1189/jlb.0709505 20028772

[33] BerberichSDähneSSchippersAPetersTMüllerWKremmerE. Differential Molecular and Anatomical Basis for B Cell Migration Into the Peritoneal Cavity and Omental Milky Spots. J Immunol (2008) 180:2196–203. doi: 10.4049/jimmunol.180.4.2196 18250426

[34] LeitnerJGrabmeier-PfistershammerKSteinbergerP. Receptors and Ligands Implicated in Human T Cell Costimulatory Processes. Immunol Lett (2010) 128:89–97. doi: 10.1016/j.imlet.2009.11.009 19941899

[35] SchmidtEPKueblerWMLeeWLDowneyGP. Adhesion Molecules: Master Controllers of the Circulatory System. Compr Physiol (2016) 6:945–73. doi: 10.1002/cphy.c150020 27065171

[36] NasreenNMohammedKAWardMJAntonyVB. Mycobacterium-Induced Transmesothelial Migration of Monocytes Into Pleural Space: Role of Intercellular Adhesion Molecule-1 in Tuberculous Pleurisy. J Infect Dis (1999) 180:1616–23. doi: 10.1086/315057 10515824

[37] YeZJZhouQYuanMLDuRHYangWBXiongXZ. Differentiation and Recruitment of Il-22-Producing Helper T Cells Stimulated by Pleural Mesothelial Cells in Tuberculous Pleurisy. Am J Respir Crit Care Med (2012) 185:660–9. doi: 10.1164/rccm.201107-1198OC 22199006

[38] LucasSGhilardiNLiJSauvageFJDe. IL-27 Regulates IL-12 Responsiveness of Naïve CD4+ T Cells Through Stat1-Dependent and -Independent Mechanisms. Proc Natl Acad Sci USA (2003) 100:15047–52. doi: 10.1073/pnas.2536517100 PMC29990014657353

[39] PereiraABMde OliveiraJRTeixeiraMMda SilvaPRJuniorVRRogerioADeP. IL-27 Regulates IL-4-Induced Chemokine Production in Human Bronchial Epithelial Cells. Immunobiology (2021) 226:152029. doi: 10.1016/j.imbio.2020.152029 33278712

[40] DiegelmannJOlszakTGökeBBlumbergRSBrandS. A Novel Role for Interleukin-27 (IL-27) as Mediator of Intestinal Epithelial Barrier Protection Mediated *via* Differential Signal Transducer and Activator of Transcription (STAT) Protein Signaling and Induction of Antibacterial and Anti-Inflammatory Protein Signaling and Induction of Antibacterial and Anti-Inflammatory Proteins. J Biol Chem (2012) 287:286–98. doi: 10.1074/jbc.M111.294355 PMC324907922069308

[41] KimGShinnakasuRSarisCJMCheroutreHKronenbergM. A Novel Role for IL-27 in Mediating the Survival of Activated Mouse CD4 T Lymphocytes. J Immunol (2013) . 190:1510–8. doi: 10.4049/jimmunol.1201017 PMC406089623335749

[42] HuSWongCKLamCWK. Activation of Eosinophils by IL-12 Family Cytokine IL-27: Implications of the Pleiotropic Roles of IL-27 in Allergic Responses. Immunobiol (2011) . 216:54–65. doi: 10.1016/j.imbio.2010.03.004 20435369

[43] GraingerJRSmithKAHewitsonJPMcSorleyHJHarcusYFilbeyKJ. Helminth Secretions Induce *De Novo* T Cell Foxp3 Expression and Regulatory Function Through the Tgf-B Pathway. JEM (2010) 207(11):2331–41. doi: 10.1084/jem.20101074 PMC296456820876311

[44] CoakleyGMcCaskillJLBorgerJGSimbariFRobertsonEMillarM. Extracellular Vesicles From a Helminth Parasite Suppress Macrophage Activation and Constitute an Effective Vaccine for Protective Immunity. Cell Rep (2017) 19:1545–57. doi: 10.1016/j.celrep.2017.05.001 PMC545748628538175

[45] JohnstonCJCSmythDJKodaliRBWhiteMPJHarcusYFilbeyKJ. A Structurally Distinct Tgf-B Mimic From an Intestinal Helminth Parasite Potently Induces Regulatory T Cells. Nat Commun (2017) 8:1741. doi: 10.1038/s41467-017-01886-6 29170498PMC5701006

[46] BolgerAMLohseMUsadelB. Trimmomatic: A Flexible Trimmer for Illumina Sequence Data. Bioinformatics (2014). 30(15):2114–20 doi: 10.1093/bioinformatics/btu170 PMC410359024695404

[47] MorganMObenchainVHaydenN. Rsamtools: Binary Alignment (BAM), FASTA, Variant Call (BCF), and Tabix File Import. R Package Version 2.4.0 (2020). Available at: http://bioconductor.org/packages/Rsamtools.

[48] McCarthyDJCampbellKRLunATLWillisQF. Scater: Pre-Processing, Quality Control, Normalisation and Visualisation of Single-Cell RNA-Seq Data in R. Bioinformatics (2017) 33(8):1179–86. doi: 10.1101/069633 PMC540884528088763

[49] R Core Team. R: A Language and Environment for Statistical Computing. Vienna, Austria: R Foundation for Statistical Computing (2020). Available at: https://www.R-project.org/.

[50] LunATLMcCarthyDJMarioniJC. A Step-By-Step Workflow for Low-Level Analysis of Single-Cell RNA-Seq Data With Bioconductor. F1000Research (2016) 5:2122. doi: 10.12688/f1000research.9501.2 27909575PMC5112579

[51] LangfelderPZhangBHorvathS. Dynamictreecut: Methods for Detection of Clusters in Hierarchical Clustering Dendrograms. R Package Version 1 (2016). Available at: https://CRAN.R-project.org/package=dynamicTreeCut.

[52] ZhaoSYinLGuoYShengQShyrY. Heatmap3: An Improved Heatmap Package. R Package Version 1. 1.9 (2021). Available at: https://CRAN.R-project.org/package=heatmap3.

[53] RobinsonMDMcCarthyDJSmythGK. Edger: A Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data. Bioinformatics (2010) 26:139–40. doi: 10.1093/bioinformatics/btp616 PMC279681819910308

[54] FresnoCFernándezEA. Rdavidwebservice: A Versatile R Interface for DAVID. Bioinformatics (2013) 29(21):2810–1. doi: 10.1093/bioinformatics/btt487 23958726

[55] WuTWuTHuEXuSChenMGuoPDaiZ. Clusterprofiler 4.0: A Universal Enrichment Tool for Interpreting Omics Data. Innovation (2021) 2(3):100141.55. doi: 10.1016/j.xinn.2021.100141 PMC845466334557778

# Supplementary material for: The Host Peritoneal Cavity Harbors Prominent Memory Th2 and Early Recall Responses to an Intestinal Nematode
**Source:** Front Immunol. 2022 Mar 28;13:842870. doi: 10.3389/fimmu.2022.842870
**Supplement:** Supplementary file 1

Supplementary Material

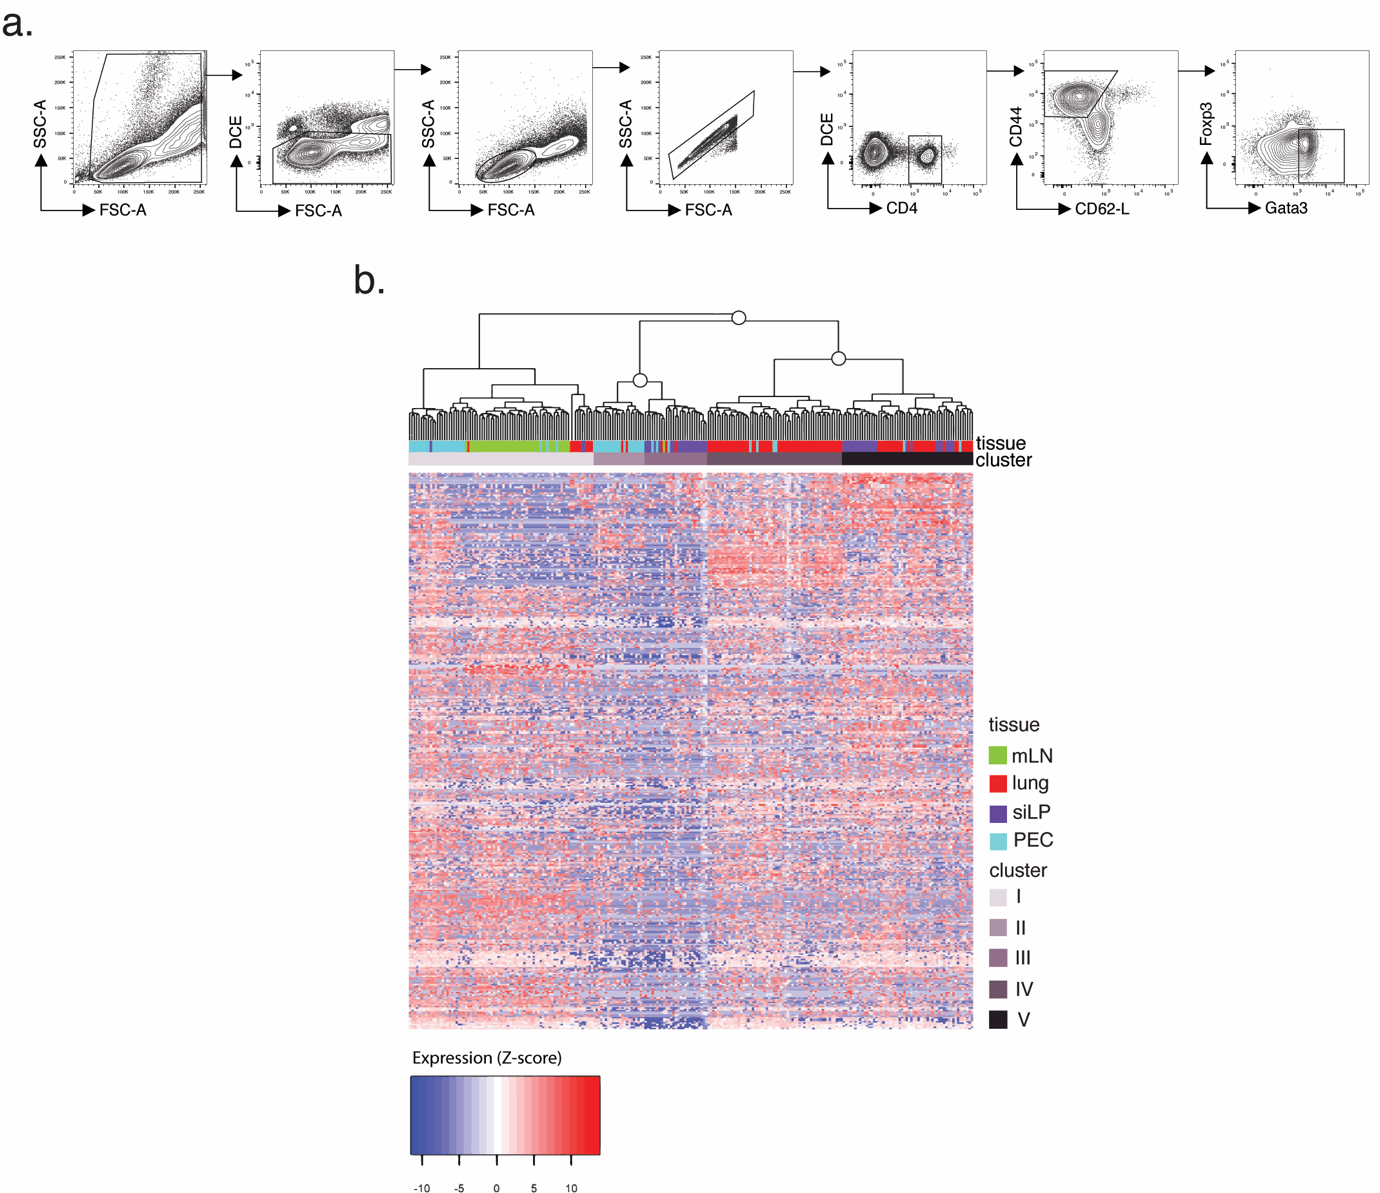

Supplementary Figure 1. (A) Gating strategy for the analysis of memory Th2 cells, gated as live CD4^+^CD44^+^CD62-L^-^Foxp3^-^Gata3^+^. (B) Global heatmap of hypervariable expressed genes over all sorted CD4^+^ T cells from the PEC, siLP, lung and mLN of H. polygyrus-cured mice.

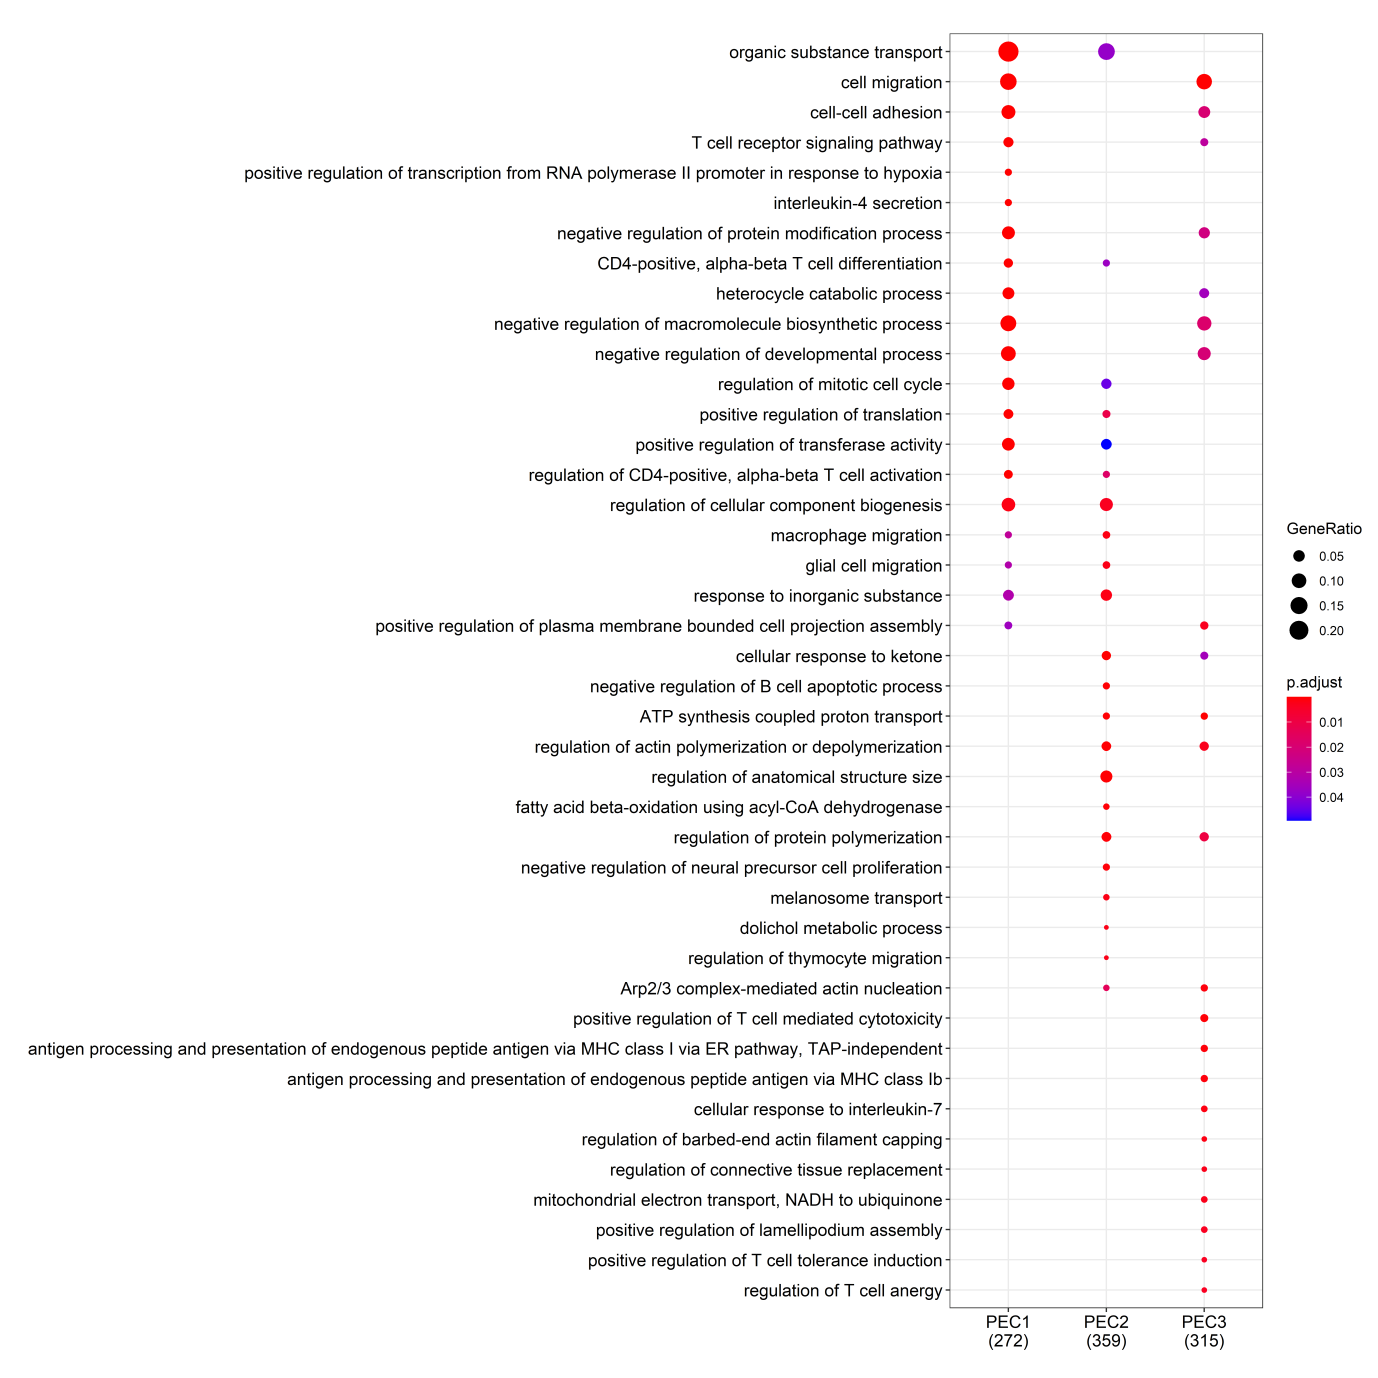

**Supplementary Figure 2.** Results of an overrepresentation analysis of marker genes of the three PEC sub-clusters in the terms of the gene ontology (GO). Terms with significant overrepresentation in all of the three PEC clusters were filtered out. The terms of the remaining results were mapped to the significant most specific term and the top 15 terms for each PEC cluster were compared in the dot plot.

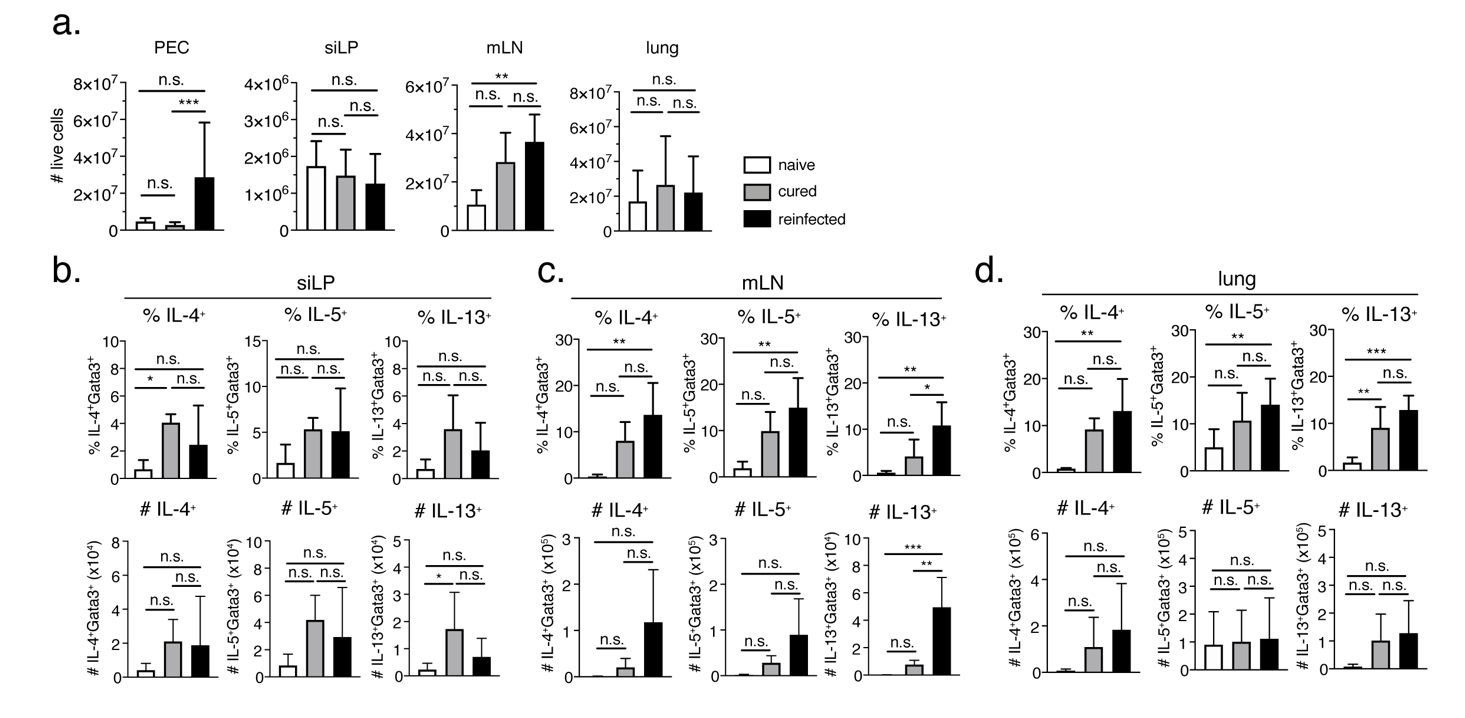

**Supplementary Figure 3.** (A) Absolute numbers of viable cells in PEC, siLP, mLN and lung of naïve, cured and reinfected mice. Frequencies (top panels) and absolute cell numbers (bottom panels) of IL-4^+^, IL-5^+^ and IL-13^+^ Gata3^+^CD4^+^CD44^+^CD62-L^-^Foxp3^-^ memory Th2 cells in the (B) siLP, (C) mLN and (D) lung of naïve, cured and reinfected mice. Statistical analysis was done using a Kruskal- Wallis test combined with Dunn’s multiple comparison test. * p<0.05, ** p<0.01 and *** p<0.001, n.s. not significant.

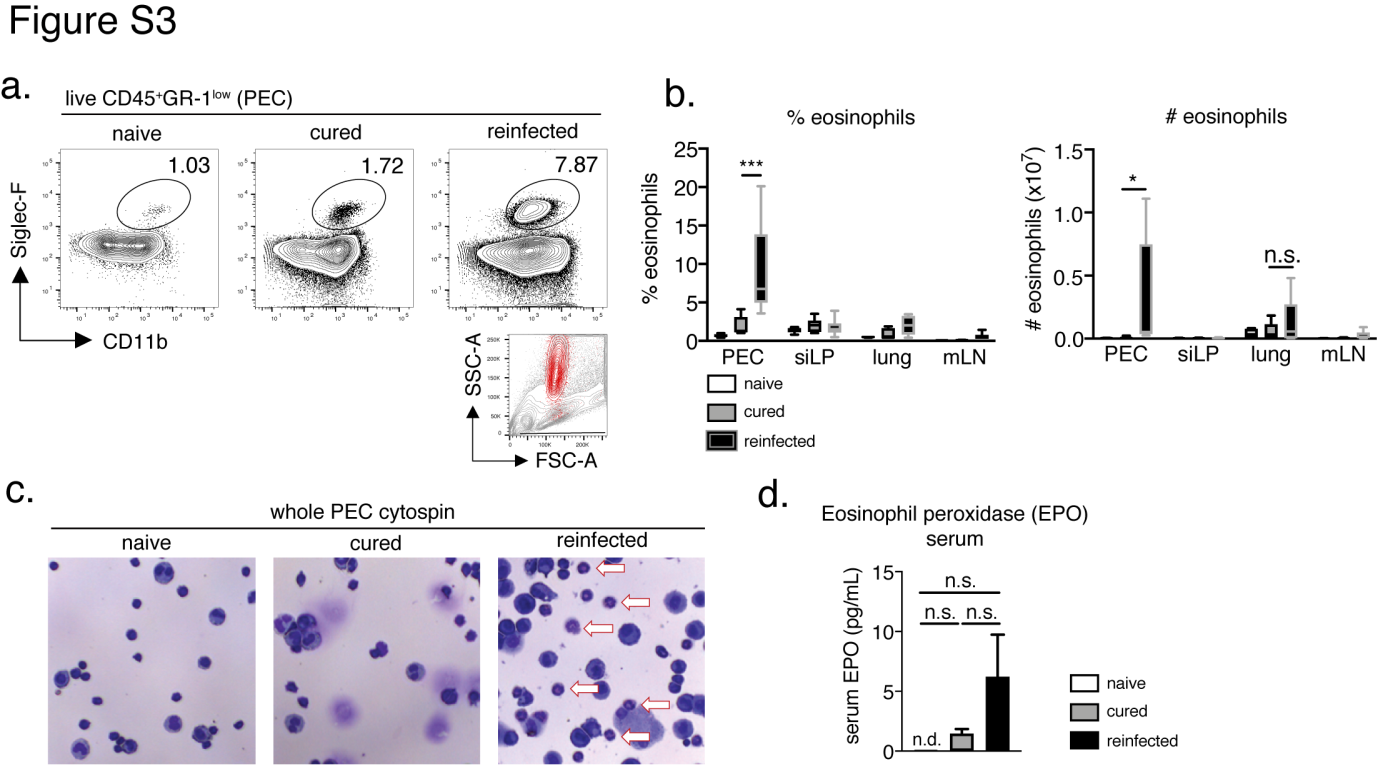

**Supplementary Figure 4.** (A) Exemplary FACS plots showing Siglec-F^+^CD11b^+^GR-1^low^CD45^+^ eosinophil frequencies in the PEC of a naïve, a cured and a reinfected mouse. The red overlay plot below shows the high side scatter (SSC) of the gated eosinophil population, confirming their typically high granularity. (B) Frequencies and absolute numbers of eosinophils in PEC, siLP, mLN and lung of naïve, cured and reinfected mice. (C) Exemplary cytospins of whole PEC samples from a naïve, a cured and a reinfected mouse. The white arrows indicate peritoneal eosinophils. (D) Eosinophil peroxidase levels in serum from naïve, cured and reinfected mice. The data are pooled from two independent experiments with n=3-5 mice per group. Statistical analysis was done using one-way ANOVA combined with Tukey’s multiple comparison test. * p<0.05, *** p<0.001, n. s. not significant, n.d. not detected.

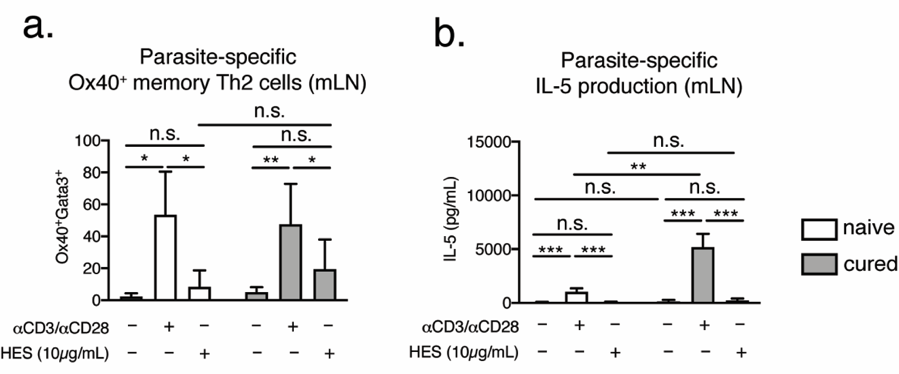

**Supplementary Figure 5.** (A) Frequencies of Ox40^+^ in Gata3^+^CD44^+^CD62-L^-^Foxp3^-^ memory Th2 cells following a 72-hour *in vitro* restimulation with αCD3/CD28 monoclonal antibodies and *H. polygyrus* excretory/secretory antigen (HES, 10 µg/mL) of whole mLN cells from naïve and cured mice. (B) IL-5 cytokine levels in cell culture supernatants following the *in vitro* restimulation of whole mLN cells described in (A). The data are pooled from two independent experiments with n=2-3 mice per group. Statistical analysis was done using a Kruskal-Wallis test combined with Dunn’s multiple comparison test. * p<0.05, ** p<0.01 and *** p<0.001, n.s. not significant.

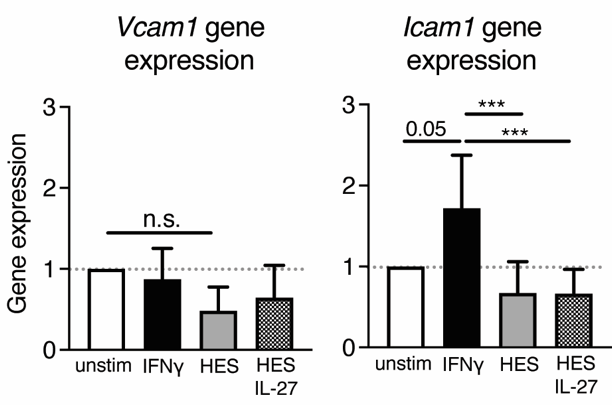

**Supplementary Figure 6.** Gene expression levels of *Vcam1* and *Icam1* in peritoneal membrane snips following *in vitro* restimulation with IFNγ (10ng/mL), HES (10µg/mL) or HES and IL-27 (10µg/mL and 50ng/mL, respectively) against GAPDH as a housekeeping gene and normalized against unstimulated controls. The data are pooled from two independent experiments with n=2-4 mice per group. Statistical analysis was done using one-way ANOVA combined with Tukey’s multiple comparison test. * p<0.05, ** p<0.01, *** p<0.001, n.s. not significant.

**Supplementary Table 4.** Antibodies used for flow cytometry analysis of surface and intracellular markers.

| **Marker** | **Antibody clone** | **Fluorochrome** | **Commercial supplier** |
| --- | --- | --- | --- |
| CD4 | RM4-5 | A700 | BD |
| CD4 | RM4-5 | PerCP | BioLegend |
| CD44 | IM7 | eF450 | Thermo Fisher Scientific |
| CD45 | 30-F11 | PE-Cy7 | Thermo Fisher Scientific |
| CD45.2 | 104 | A700 | Thermo Fisher Scientific |
| CD62-L | MEL-14 | APC-Cy7 | Thermo Fisher Scientific |
| CD69 | H1.2F3 | PE-Cy7 | Thermo Fisher Scientific |
| Ox40 | OX-86 | BV605 | BioLegend |
| Foxp3 | FJK-16s | eF610 | Thermo Fisher Scientific |
| Gata3 | TWAJ | eF660 | Thermo Fisher Scientific |
| IL-4 | 11B11 | BV421 | BioLegend |
| IL5 | TRFK5 | PE | Thermo Fisher Scientific |
| IL-13 | eBio13A | A488 | Thermo Fisher Scientific |
| Siglec-F | E50-2440 | PE | BD |
| CD11b | M1/70 | FITC | BD |
| Ly6G | 1A8-Ly6G | eF450 | Thermo Fisher Scientific |
| CD11c | N418 | eF450 | Thermo Fisher Scientific |
| MHC-II | M5/114.5.2 | Pe-Cy5 | Thermo Fisher Scientific |
| Ox40L | RM134L | APC | Thermo Fisher Scientific |

| **Target** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| ICAM-1 | 5′-CAATTTCTCATGCCGCACAG-3′ | 5′-AGCTGGAAGATCGAAAGTCCG-3′ |
| VCAM-1 | 5′-TGAACCCAAACAGAGGCAGAGT-3′ | 5′- GGTATCCCATCACTTGAGCAGG-3′ |
| GAPDH | 5’-GCACTTGGCAAAATGGAGAT-3’ | 5’-CCAGCATCACCCCATTAGAT-3’ |

**Supplementary Table 5.** Primers used for quantitative real-time PCR (qRT-PCR) analysis.

How the deposited data were processed for this re-analysis (not part of the article)

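Single cells of 4 tissues of 2 cured mice were sequenced as full-length cDNA. The authors deposited a table of raw counts, made by adding the reads mapped to each gene's region on mm10, and a table of normalized log2 values for the cells they kept. The paper's text names Trimmomatic for trimming but not the aligner, and it names no doublet filter. No doublet caller was run here, and the C1 system is designed to capture a cell per site. Spike-in RNA was added by the authors, but the tables hold no spike-in features. The deposited log2 values of the kept cells were recomputed from the counts by library size with a pseudocount, and 0 values differed by more than 1e-12. The tables name 46517 genes, of which 26909 had a count in a kept cell. Positions and overlaps were taken from GENCODE vM21 on GRCm38, in which 46005 genes were placed.

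Each cell was assigned to its tissue and capture label from its title. Because no label names the mouse, each tissue was 1 sample, and no test across cells, p-value or count of changed genes was made. The counts of the cells the authors kept were summed per tissue, and log2 ratios of CPM were computed, with a sum of 0 set to 3 counts and given as a bound. Poisson intervals of 95% were computed for sums, exact intervals for ratios with 1 to 3 counts in a tissue and Clopper-Pearson intervals for shares. The pooled standard deviation between capture labels, with 3 degrees of freedom, served as the spread. Shares of cells with a count used cells thinned to 680000 counts, which left 54 PEC, 44 siLP, 40 mLN and 92 lung cells.

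Cells were clustered on the deposited log2 values with the genes above a biological variance of 4 in scran's modelGeneVar and in pairs correlated at a false discovery rate below 0.05, by Ward's method on Euclidean distances. A fixed number of 5 clusters was used in place of the dynamic division of the tree, and PEC cells were clustered alone into 3. Cell type lists of T cell, Th2, Treg, central memory, B cell, myeloid, cytotoxic, Th1 and Th17 genes and a list of early response genes were used. Genes named in the text were taken from those the paper names from these data or shows in Fig. 1E and Fig. 4A, *Itgb1*, the cell type genes and, for PEC against each other tissue, the 5 genes with the largest ratio each way. These needed 50 CPM and a count in 25% of cells of the higher tissue and the same sign against every capture label. The values of Table S1 had been seen when that rule was written.

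As alternatives, log2 ratios were recomputed as the mean CPM over cells, the difference of the mean deposited log2 values, edgeR's glmFit with cells as observations and TMM factors, and with TMM factors and DESeq2 size factors over capture label sums, where DESeq2 used 7526 genes. The paper's methods name edgeR's glmFit and its likelihood ratio test, and TMM is a choice made here. Further alternatives left out the 20 genes with the most counts, which hold 9.93% of counts, filtered genes below 10 counts in 5 cells, which left 13247 genes, left out each capture label and weighted the labels equally. Taking off the counts of genes lying inside another gene, and comparing only capture labels that share CD1 or CD2, were added after seeing the data. The clustering was repeated with 500 genes, with counts normalized here, with 4 and 6 clusters, with average linkage and without predicted genes.

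The steps were tested on simulated data. For PEC against lung over 26909 genes with 200 changed by a log2 fold of 2, summed counts gave the right direction for 100% and a median log2 ratio of 1.98, and edgeR 1.97. Unchanged genes reached an absolute log2 ratio of 0.968 at the 95th percentile with summed counts and 0.906 with edgeR, so smaller ratios arise without a change. Simulated groups of cells over 26153 genes were recovered with an adjusted Rand index of 1. The groups were set far apart, with the genes of each group strongly raised and those of the other groups nearly absent. The recovery therefore checks the code and does not show how well groups of real cells are found. The Poisson interval covered 95.5% and the Clopper-Pearson interval 97.1% of 2000 draws. The draws came from the distributions that the intervals assume, so they check the code only. The over-representation analysis of gene ontology terms was left out because the term sets were not available. Analyses used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, scran 1.30.0 and scuttle 1.12.0.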

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

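The tests of whether a capture label of siLP carried *Gzma*, *Calca* and *Hspa1a* were chosen after these results were seen. Each result below is a gene that the paper's text does not discuss, with counts in a tissue and none in the tissue it was compared with. The limits that no count allows are 0.0379 CPM in PEC, 0.0458 in siLP and 0.0650 in mLN.

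*Gzma* had 913.25 CPM in siLP and no count in PEC, mLN or lung, so that the log2 ratio of PEC over siLP was at most -14.56. It was present in 28 of the 47 siLP cells. Every label of siLP carried *Gzma*, but the rule for named genes required the same sign against every capture label. A gene with counts in a single label was thus unlikely to be selected, so the counts do not test that source independently. The lowest label was siLP2 with 370.2 CPM, from 20 of 22 cells, but 1 cell held 10556 of its 12661 counts. The 1157 CPM of siLP CD2_2 came from 1 cell. *Gzmb* had 746.3 CPM in siLP, from 6 cells, and no count in PEC or mLN. The counts of *Gzmb* came almost entirely from a single label, with 2073 CPM in siLP CD1_2, 43.1 CPM in siLP2 and no count in siLP CD2_2. Cytotoxic cells of siLP among the sorted CD4+ T cells and CD4+ T cells that express *Gzma* stay open. The CD8 gene *Cd8b1* was found in 3 siLP cells, with 18.9 CPM, in 7 mLN cells, with 31.5 CPM, in 4 PEC cells, with 6.23 CPM, and in 3 lung cells, with 0.115 CPM. The difference between the tissues themselves was not tested, because no label names the mouse.

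*Calca* had 1379.7 CPM in siLP and 423.3 CPM in lung, with no count in PEC or mLN. The lowest label of siLP was siLP2 with 1182.7 CPM, and the labels of lung had 525.1 and 316.5 CPM. Counts in every label were favoured by the rule for named genes, so they do not test a single label as the source independently. *Calca* was found in 28 of 47 siLP cells and 37 of 98 lung cells. Whether RNA of other cells of these tissues contributes was not tested, and a difference between the tissues stays open.

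*Hspa1a* had 294.1 CPM in siLP and no count in PEC. Of the 13 siLP cells with a count, 11 carried the label siLP2, with 490.2 CPM, while siLP CD1_2 had 46.6 CPM and siLP CD2_2 had 169.8 CPM, each from 1 cell. With 1 cell per label, a capture effect and a difference between the tissues cannot be told apart. *Gm20481*, with 250.8 CPM in siLP and no count in PEC, overlaps *Hspa1a*, and the counts of both had a Spearman correlation of 1.00 across cells. Its counts are therefore not separate evidence. *Hspa1a* is a stress gene, and isolation of cells from siLP stays open as a source next to the tissue.

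*Coq8a* had 291.7 CPM in siLP and no count in PEC. The labels differed, with 658.2 CPM in siLP CD1_2 from 3 cells, 118.2 CPM in siLP2 from 10 cells and 0.475 CPM in siLP CD2_2 from 1 cell. No technical or biological explanation was tested for it.

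*Anxa1* had 246.7 CPM in PEC and *Klrk1* had 190.6 CPM, each from 17 PEC cells and without a count in any of the 3 labels of siLP. In lung, *Anxa1* had 202.4 CPM and *Klrk1* had 141.2 CPM. *Nkg7* had 358.0 CPM in PEC, from 15 cells, and no count in mLN. It had 191.5 CPM in siLP and 186.7 CPM in lung. PEC and mLN have 1 capture label each, so a capture effect is not separable from the tissue here, and no test of either was run.

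*Ten1* had 61.8 CPM in mLN, from 11 cells, and no count in PEC. *Ccr8* had 202.7 CPM and *Cxcl2* 130.8 CPM in lung, with no count of either in PEC. Both labels of lung carried both genes, with 282.4 and 119.2 CPM of *Ccr8* and 106.6 and 156.2 CPM of *Cxcl2*. *Ccr8* also had 239.5 CPM in siLP. The median log2 ratio of 18 early response genes of lung over PEC lay at percentile 100 of random gene lists, so digestion of the lung is a candidate explanation for *Cxcl2*, although this was not tested for the gene. A difference between lung and PEC stays open for *Ccr8* and *Cxcl2*, and between mLN and PEC for *Ten1*, for which no explanation was tested.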

How the results depend on the processing

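The alternatives that take off the counts of genes lying inside another gene or compare only capture labels that share CD1 or CD2, and the clustering with genes that overlap no other gene, were chosen after seeing the data, and all others were set before the data were examined. No paired analysis was possible because no label names the mouse of a cell and the tissues compared share at most 1 of CD1 and CD2, which are not defined.

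Over 100 comparisons of a gene between tissues and 1370 values under alternative settings, 1213 moved by no more than the spread between captures, 3 reversed and the others moved by more. For 14 of the comparisons the difference itself was within the spread, and for *Il13* in PEC over mLN its lower bound was. The difference of the mean deposited log2 values moved 71 comparisons and reversed 1, since it weights every cell equally and takes the mean of log2 values. Thinning the cells to 1 depth moved 14, edgeR with cells as observations 14, weighting the capture labels equally 8, the mean CPM over cells 2 and the removal of counts of genes lying inside 4. Leaving out a capture label moved 17 values and reversed 1, with 8 moved without siLP2, 5 without lung CD1, 3 without siLP CD1_2 and 1 without lung CD2. Comparing only labels that share CD1 or CD2, which is not possible for PEC over mLN, moved 24 of 76 and reversed 1. It kept the sign of 73, and *Gata3* in PEC over siLP and *Cd69* in siLP over mLN, which changed sign besides *Il4*, were within the spread. *Il5* in siLP over mLN was at least 1.013 there. TMM factors, DESeq2 size factors, a total without the 20 genes with the most counts, the cells that quickPerCellQC keeps and a filter on genes with at least 10 counts in 5 cells moved none. The cells of quickPerCellQC are the cells the authors kept, so that setting cannot move a value. The other settings that moved none change only the total of a tissue and shift all genes of a comparison alike. As these shifts are small against the spreads, such settings were hardly able to move a value. Their values are part of the 1213, which therefore overstates how stable the results are. TMM factors moved the median of all genes by 0.20 for lung over mLN and by -0.14 for PEC over lung. DESeq2 size factors moved it by -0.21 for PEC over siLP, by -0.14 for PEC over mLN and by -0.11 for PEC over lung. Log2 ratios smaller than these shifts depend on the scaling.

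*Ccr7* was higher in mLN than in PEC, siLP and lung in all settings. Over siLP its lowest value was 0.77, with the capture labels weighted equally. This is below the 0.968 that unchanged genes reached in the simulation of PEC against lung, as is the main value of 0.93. The genes of the Th2 and activation list were higher than in mLN in 28 of 30 comparisons, and in 27 under the difference of the mean deposited log2 values and without siLP CD2_2. In both cases the comparison lost was *Cd69* in siLP over mLN, which was 0.13, with -0.88 under the former setting and -0.11 under the latter, all but the -0.88 within the spread of 0.73 of 0. All 4 adhesion genes were higher in PEC than in siLP in all settings.

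*Ctla4* in lung over mLN was 1.35 and was -0.072 under the difference of the mean deposited log2 values, where nearly every cell has a count from the pseudogene inside the gene. The cause was not tested for this setting. *Il4* in PEC over siLP was -1.66, and between -2.17 and 0.58 with each capture label of siLP left out in turn. Against siLP CD2_2, the label that shares CD2, it was 0.37. The highest value was without siLP2, the label with most of the *Il4* counts of siLP. *Cd40lg* in PEC over siLP was -0.23 and changed to 0.19 under the difference of the mean deposited log2 values, both within the spread. Leaving out capture labels gave wide ranges for *Itgb1* in PEC over siLP, 1.36 to 11.95, *Itgal*, 1.013 to 5.79, and *Il5* in siLP over mLN, 10.41 to 13.55.

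The adjusted Rand index of the 5 clusters with tissue was 0.364 and moved to 0.252 under average linkage on 1 minus the Spearman correlation. Under the other planned settings it ranged from 0.296 to 0.393, and with genes that overlap no other gene it was 0.291. The share of cells in a cluster of their own tissue was 70.2%, and was 61.6% with 4 clusters, 77.7% with 6 clusters and 54.5% under average linkage. The cause was not tested, except that fewer or more clusters change which tissue can be the most frequent. Within siLP the index of cluster with capture label moved from 0.343 to 0.228 with the 500 genes of highest biological variance, and it was 0.0254 under average linkage. The smallest PEC sub-cluster had 8 cells, and with 2 sub-clusters the smaller held 24. By its construction a coarser division joins groups.

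Depth limits the calls for genes with few counts, and intervals cover counting error only. A share of 0 of the 42 mLN cells allows up to 8.41% by the Clopper-Pearson interval, and 0 of the 55 PEC cells up to 6.49%.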

Differences from the paper's values

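The values of Table S1 had been seen when the rule for named genes was written, and the clustering with genes that overlap no other gene was chosen after the values were seen. Of 60 values of the paper that could be set beside a value computed here, 60 had the same sign and 15 differed. Shares and counts cannot be negative, and the paper's log2 ratios come from the same cells. The equal signs are therefore no independent support. A log2 ratio was taken to differ when the gap exceeded the spread between captures, and a bound only when it was also more than 1.5 times the paper's fold. A share of cells was taken to differ when it was more than 1.5 times the other. Table S1 gave 52 of the values, for 33 genes, and 13 of these differed, all for genes with at most 3 counts in the lower tissue. The p-values of Table S1 take cells as replicates, and each tissue was 1 sample here. For the genes Table S1 lists, edgeR with cells as observations gave a median absolute difference from the paper's log2 fold change of 0.217 for PEC against lung, 0.223 for PEC against mLN and 0.255 for PEC against siLP, and the same sign in 96.6%, 95.8% and 97.2%. The paper's methods name edgeR. Of the alternatives set before the data were examined, edgeR with cells as observations came within the limit for all 13 values. The others that did are named below, and those not named did not.

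For PEC against siLP, the paper's value for *Sema4a* is 10.18 and the value here was 13.02, with 1 count in siLP and a counting interval of 10.54 to 18.32. Thinned cells, leaving out siLP CD1_2 and equal weights of the capture labels also came within the limit. For *Anxa1* the paper's value is 11.13 and the bound here was 12.40, and for *Klrk1* the paper's value is 10.77 and the bound here was 12.02. For both, thinned cells, leaving out siLP CD1_2 or siLP2 and equal weights came within it. For *Kif21b* the paper's value is 9.76 and the value here was 11.89, with 2 counts in siLP and an interval of 10.04 to 14.94, and the same alternatives came within it. For *Ssbp3* the paper's value is 8.30 and the value here was 10.34, with 3 counts in siLP and an interval of 8.80 to 12.62, and the mean CPM over cells and equal weights came within it. *Calca* was -13.90 in the paper and at most -15.15 here, and thinned cells came within it. *Hspa1a* was -11.15 in the paper and at most -12.92 here, and the mean CPM, thinned cells, leaving out siLP2 and equal weights came within it.

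For PEC against mLN, the paper's value for *Socs2* is 10.76 and the value here was 13.22, with 1 count in mLN and an interval of 10.75 to 18.53, and no alternative besides edgeR came within the limit. For *Ptpn13* the paper's value is 10.39 and the value here was 12.62, with 1 count in mLN and an interval of 10.14 to 17.93, and thinned cells and equal weights came within it. For *Nkg7* the paper's value is 11.71 and the bound here was 12.43, and the mean CPM, DESeq2 size factors and thinned cells came within it. *Ten1* was -9.25 in the paper and at most -10.67 here, and thinned cells came within it.

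For PEC against lung, *Calca* was -12.16 in the paper and at most -13.45 here, and thinned cells came within the limit. *Ccr8* was -11.34 in the paper and at most -12.38 here, and thinned cells and leaving out lung CD1 came within it.

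In Fig. 1D the share of PEC cells in the cluster with the most mLN cells is about 33%, read by eye, and it was 12.9% here. Average linkage on 1 minus the Spearman correlation gave 34.5% and came within the limit. All others did not, with thinned cells at 16.3%, genes that overlap no other gene, a setting chosen after seeing the values, at 14.3% and the remainder at 12.8% to 13.6%. The highest share of siLP cells in a cluster is about 73% in Fig. 1D, read by eye, and it was 44.6% here. With 6 clusters it was 86.4% and under average linkage 100%, both within the limit, and the other alternatives were not.

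The paper states that *Tnfrsf9* and *Cd69* were among the genes differentially expressed in PEC, siLP and lung. The paper names the genes of this list from the same cells, so a tally of signs is no independent support for it. *Il4*, *Il5* and *Il13* had no count in mLN, so that few counts elsewhere were enough for a ratio above 0. The tally also holds ratios that are left open, such as *Cd69* in siLP at 0.13. Over the whole list 28 of 30 comparisons with mLN were above 0. The exceptions were *Tnfrsf9* at -0.79, from 3 PEC cells and 5 mLN cells, and *Cd69* at -0.65, within the spread of 0.73, both in PEC. Both are smaller than the 0.968 that unchanged genes reached in the simulation of PEC against lung. So are *Cd40lg* in PEC over mLN at 0.83 and *Ccr7* in mLN over siLP at 0.93, and PEC against mLN was not simulated. *Tnfrsf9* was beyond its spread between captures and ranged from -1.36, under edgeR, to -0.22. *Cd69* ranged from -1.36, under the difference of the mean deposited log2 values, to -0.60. Whether either gene differs between PEC and mLN stays open. The paper states that mLN cells were set more clearly apart from cells of non-lymphoid organs in the clustering. Here 97.6% of mLN cells lay in cluster 1, against at most 55.1% of lung, 53.2% of siLP and 41.8% of PEC cells in any cluster. The first split of the tree did not set cluster 1 apart, however, since it lay on a branch with cluster 4. The paper proposes that a sub-cluster of PEC holds regulatory T cells. *Foxp3* was counted in 1 of 55 PEC cells here, which lay in the third sub-cluster, and the sub-clusters of the paper could not be matched. The paper names *Itga4* and *Itgal* as the genes of the α4β1 integrin, while RefSeq lists CD29 as a synonym of *Itgb1* and Cd11a as a synonym of *Itgal*.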

Other observations

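The tests of *Ctla4* against *Rpl18-ps1*, of pairs of genes on opposite strands and of *Cd69* in lung cells matched for early response genes were chosen after the results were seen.

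Lung tissue was digested for 1 h at 37°C before sorting, and 18 early response genes were compared with PEC. The median log2 ratio was 1.12 for lung CD1 and 1.08 for lung CD2, against 95th percentiles of 0.477 and 0.435 among 10000 random gene lists of similar expression. Both lay at percentile 100. The medians were -0.67 for mLN, and -0.56, 0.14 and 0.10 for siLP CD1_2, siLP CD2_2 and siLP2. The early response is in line with the digestion, and a difference between the tissues stays open, since the paper gives the digestion for lung only and refers to an earlier description for the other tissues.

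*Cd69* was higher in lung than in PEC by 3.08 on the log2 scale. In the 49 lung cells with fewer early response counts, which had 7038 CPM of these genes against 9757 in PEC, *Cd69* had 949.9 CPM, a log2 ratio of 0.75 over PEC against a spread of 0.73. In the other 49 lung cells it had 9334 CPM and a log2 ratio of 4.04. In 66 lung cells with early response counts like those of PEC, at 9848 CPM, the log2 ratio was 2.01. The 2.01 is above the spread. The 66 cells had 2272 CPM of *Cd69*, however, against 949.9 in the 49 cells with fewer early response counts. The 2.01 is therefore only weak evidence against the early response as the whole cause of the excess. The 0.75 is below the 0.968 that unchanged genes reached in the simulation of PEC against lung, and is not counted as an excess. A part that goes with the early response and a difference between lung and PEC both stay open.

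*Il5* and *Il13* could come from innate lymphoid cells. Of the cells with at least 10 counts of either, 26 of 26 had a count of *Cd3e* or *Trac*, against 93.98% of the other cells, so that innate lymphoid cells without these transcripts were not found among them. They were 18 lung cells, 5 siLP cells and 3 PEC cells.

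Depth per cell as the source of the 5 clusters was tested by thinning. The clusters of thinned cells had an adjusted Rand index of 0.729 with those at full depth. Total counts alone are therefore unlikely to have made the clusters. The number of detected genes also differed, with a median of 3059 in cluster 4 and 4554 in cluster 5. Whether that difference had a part in the clusters was not tested. Capture as the source of clusters was tested within tissues. Within lung the index of cluster and capture label was 0.0122, against capture as the main source of the clusters, although 10 of the 11 lung cells in cluster 1 came from lung CD1. Within siLP it was 0.343, as a capture effect would show, but 0.0254 under average linkage, so that it depends on the linkage. A difference between the cells of the captures stays open.

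Of the B cell markers, *Ighm* was the most widespread, with a count in 32 mLN, 17 lung, 15 PEC and 7 siLP cells. Only 3 of these cells had at least 10 counts of another B cell marker, so that B cells are unlikely to be the source of most *Ighm* counts. All 5 myeloid markers with at least 10 counts each were found in 2 cells, 1 of siLP and 1 of lung, which also had a count of *Cd3e* or *Trac*. This fits RNA of other cells or capture of a cell pair at these sites.

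*Zbtb16*, a marker of natural killer T cells, had a count in 3 siLP, 2 lung and 1 PEC cells. *Trav11* or *Trav11d* was the most counted *Trav* gene in 2 of these 6 cells and in 2 of the others. The share was higher among the cells with *Zbtb16*, in the direction of natural killer T cells, but it rests on 2 cells. Natural killer T cells and other sources of *Zbtb16* therefore cannot be told apart. *Foxp3* was counted in 1 PEC cell, so that whether 1 sub-cluster of PEC holds regulatory T cells cannot be told apart from a cell that happened to fall there.

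Reads in overlapping regions count for each gene. Among pairs in which a gene lies in an intron of a gene on the opposite strand, the outer gene had at least the count of the inner gene in every cell in 98.3%, consistent with counting over whole regions without regard to strand. For *Ctla4*, 3.64% of PEC cells kept a count after the counts of *Rpl18-ps1* were taken off, consistent with reads of the pseudogene counted for *Ctla4*. Of 34 predicted *Gm* genes among those with the largest differences, 31 overlap another gene, and 50% had a Spearman correlation above 0.8 with it across cells, so that their own transcription and shared reads cannot be told apart for the other 14 that overlap a gene. The 3 that overlap no gene with counts share no reads with an annotated gene.

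The genes with the largest differences, by the rule for named genes, included in PEC over siLP *Sema4a* at 13.02 with 1 count in siLP (counting interval 10.54 to 18.32), *Kif21b* at 11.89 with 2 counts (10.04 to 14.94) and *Ssbp3* at 10.34 with 3 counts (8.80 to 12.62). Without the siLP label that held these counts, siLP CD1_2 for *Sema4a* and siLP2 for the other 2, they were at least 10.81, 10.24 and 9.28. In PEC over mLN they included *Ctla2a* at 14.22, with 4 counts in mLN, *Socs2* at 13.22 (10.75 to 18.53) and *Ptpn13* at 12.62 (10.14 to 17.93), with 1 count each. Lower in PEC than in mLN were *Il6st* at -12.19 with 1 count in PEC (-17.49 to -9.71), *Cd55* at -10.48, *Wdr59* at -9.50 and *Bank1* at -8.78. In PEC over lung the largest were *Rnf14* at 6.83, *Mfsd5* at 5.18, *Dkc1* at 4.53, *Ttc13* at 4.25 and *Srsf9* at 4.03, with spreads between captures of 3.96, 3.25, 4.43, 4.04 and 3.11. Without lung CD1 the ratio was 8.32 for *Mfsd5*, 3.64 for *Dkc1* and 10.77 for *Ttc13*, which had 2 counts in lung CD2. For *Rnf14*, which had none there, it was at least 11.89. Without lung CD2 the ratio was 5.87 for *Rnf14*, 4.30 for *Mfsd5*, 7.01 for *Dkc1* and 3.30 for *Ttc13*. Lower in PEC were *Cntn1* at -9.47, with -8.87 without lung CD2, and *Samd8* at -7.03, with -5.82 without lung CD2 and -7.70 without lung CD1. No explanation was tested for these genes.

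Of the Th2 markers the paper's text does not discuss, *Il1rl1* had 471.7 CPM in lung, 308.8 in PEC, 267.5 in siLP and 0.0650 in mLN, where it had 3 counts. *Cxcr3*, a Th1 marker, had 48.6 CPM in siLP from 3 cells and 21.2 in PEC from 3 cells. In siLP, 1 cell of siLP CD1_2 held most of the counts, with 133.9 CPM in that label, 3.45 in siLP2 and none in siLP CD2_2. *Il23r*, a Th17 marker, had 26 counts in siLP and 56 in lung, the latter all in 1 cell of lung CD1. *S1pr1* had 221.8 CPM in mLN, 161.4 in siLP, 142.03 in PEC and 68.03 in lung. Its siLP labels ranged from 9.18 CPM in siLP CD1_2 over 157.5 in siLP2 to 590.6 in siLP CD2_2, the latter from 1 cell, and the differences of siLP from PEC and mLN were within the spread of 2.60.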
